# Preclinical species gene expression database: Development and meta-analysis

**DOI:** 10.3389/fgene.2022.1078050

**Published:** 2023-01-17

**Authors:** Caitlin Krause, Kinga Suwada, Eric A. G. Blomme, Kenneth Kowalkowski, Michael J. Liguori, Prathap Kumar Mahalingaiah, Scott Mittelstadt, Richard Peterson, Lauren Rendino, Andy Vo, Terry R. Van Vleet

**Keywords:** transcript, RNAseq, gene, pre-clinical, tissue, atlas

## Abstract

The evaluation of toxicity in preclinical species is important for identifying potential safety liabilities of experimental medicines. Toxicology studies provide translational insight into potential adverse clinical findings, but data interpretation may be limited due to our understanding of cross-species biological differences. With the recent technological advances in sequencing and analyzing omics data, gene expression data can be used to predict cross species biological differences and improve experimental design and toxicology data interpretation. However, interpreting the translational significance of toxicogenomics analyses can pose a challenge due to the lack of comprehensive preclinical gene expression datasets. In this work, we performed RNA-sequencing across four preclinical species/strains widely used for safety assessment (CD1 mouse, Sprague Dawley rat, Beagle dog, and Cynomolgus monkey) in ∼50 relevant tissues/organs to establish a comprehensive preclinical gene expression body atlas for both males and females. In addition, we performed a meta-analysis across the large dataset to highlight species and tissue differences that may be relevant for drug safety analyses. Further, we made these databases available to the scientific community. This multi-species, tissue-, and sex-specific transcriptomic database should serve as a valuable resource to enable informed safety decision-making not only during drug development, but also in a variety of disciplines that use these preclinical species.

## 1 Introduction

Compound attrition rates remain high for drug companies, despite the significant contributions of animal toxicity studies (Monticello et al., 2017). For example, only ∼10% of Phase 1 candidates reach final approval by the U.S. Food and Drug Administration (FDA), costing well over $1 billion to as much as $4.5 billion (Schlander et al., 2021) U.S. dollars on average to produce a single marketed drug (Munos, 2009; Hay et al., 2014; Blomme and Will, 2016). Lack of efficacy is the greatest cause of drug attrition accounting for ∼57% of these failures (Hwang et al., 2016). However, safety is also a significant cause of drug failures reportedly accounting for 35% and 28% of drug failures from Phase 1 and from Phase 2 to submission, respectively (Arrowsmith and Miller, 2013).

The absence of toxicity in preclinical toxicology species strongly predicts similar outcomes in clinical trials (Monticello et al., 2017). Olson et al. (2000) calculated the sensitivity of the animal to human prediction of 150 drug candidates and concluded that rodents and non-rodents predicted ∼43% and ∼63% of human toxicities, respectively demonstrating the value and limitations of these models. In addition, differences in toxicology/pathology findings in small versus large animal species can make it challenging to understand the human relevance of the findings (Fabre et al., 2020). Species differences in gene expression profile have been linked to differential species sensitivity or resistance to various mechanisms of toxicity (Desforges et al., 2021). Therefore, understanding the translation of specific findings in preclinical toxicology species to human outcomes is critical in making decisions to progress new drug candidates based on safety.

Target safety assessments (TSAs) are an important tool in drug discovery for understanding potential toxicities for a given target *a priori* (Hornberg et al., 2014). As a key component of TSAs, a reliable tissue database of mRNA expression is often used to identify organs and tissues in humans where a given target is expressed and to rank levels of expression between tissues. While well populated human expression databases exist in publicly available formats [e.g., Genotype-Tissue Expression (GTEx)] and have been typically employed for TSAs, equivalent databases in preclinical toxicology species continues to be a clear need (Mele et al., 2015).

With a preclinical database, the target of interest can be queried, and its relative levels of expression between tissues can be examined and interpreted in the context of toxicity assessment and for TSA development. These data may help explain/predict possible species or sex-related differences in sensitivity to drugs. For example, the absence of a particular target-related transcript in a given tissue may suggest that this tissue will be less likely associated with an on-target toxic effect. Likewise, target expression in a tissue of one species, but not of another, can provide a mechanistic understanding of species differences in toxicological outcomes. This knowledge can form the basis of designing specialized exploratory toxicology or *in vitro* studies to confirm suspected effects or to collect certain tissues or endpoints earlier in the development process than typical if an effect is suspected. The TSA, with preclinical species gene expression database information, may also provide a basis for understanding the translation of certain toxicities between preclinical species and humans.

The GTEx database is one of the most extensive gene expression databases containing RNAseq data from a wide range of human donors across multiple organ sites (Stanfill and Cao, 2021). This publicly accessible database provides tremendous value to researchers in understanding the levels of mRNA transcripts, as well as non-coding RNAs, across tissues while also providing information on interindividual variability. No comparable dataset is currently publicly available for preclinical species. In this report, we aim to expand the availability of preclinical transcriptomic data by providing our RNAseq data from males and females of multiple preclinical species (available in GEO) that can be used to determine the location and relative levels of RNA sequences between organs and species. These data could further be compared to existing human RNAseq databases (such as GTEx) to help understand the potential for translation of animal findings to humans.

## 2 Materials and methods

### 2.1 In-life studies and tissue collections

AbbVie is committed to the internationally accepted standard of the 3Rs (Reduction, Refinement, Replacement) and adhering to the highest standards of animal welfare in the company’s research and development programs. Animal studies were approved by AbbVie’s Institutional Animal Care and Use Committee (IACUC) and were conducted in an AAALAC accredited program where veterinary care and oversight was provided to ensure appropriate animal care. Figure 1 shows the overall study design for animal tissue collections and transcript sequencing. Species, strain, age, tissue, and sex were selected to match our internal experimental space for preclinical toxicology studies and toxicogenomic analyses.

**FIGURE 1:**
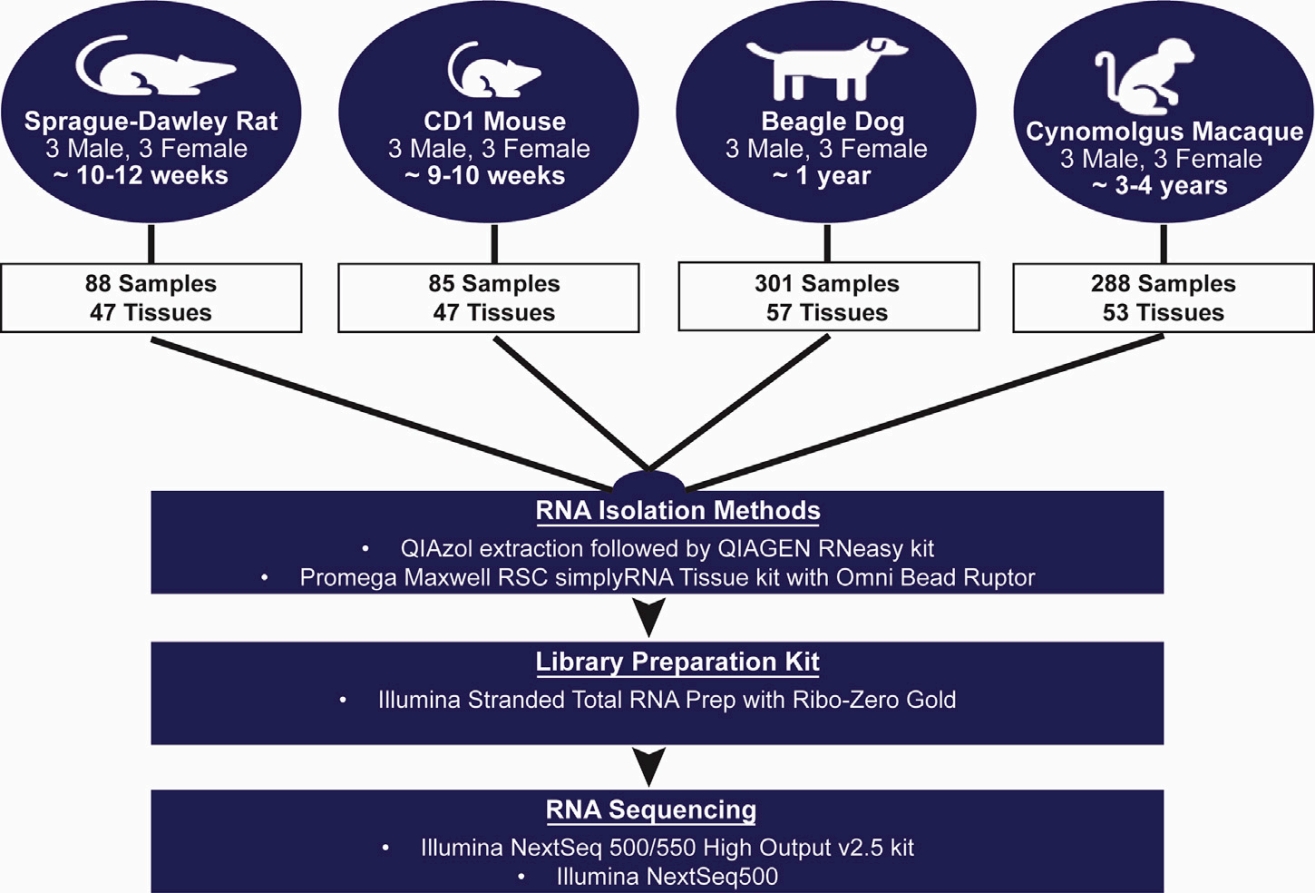
Transcriptomic Body Atlas Study Design. A large number of diverse tissues from mouse, rat, dog, and monkey in males and females were collected separately for RNA isolation and used for RNA-Sequencing and generation of a transcriptomic body atlas. For each species, strains and ages matched those most commonly used in preclinical drug safety studies.

Male and female Sprague Dawley rats (*n* = 3/sex), approximately 10–12 weeks old, were euthanized by exsanguination under isoflurane anesthesia and necropsied for tissue collection. Male and female CD-1 mice (*n* = 3/sex), approximately 9–10 weeks old and 20–25 g, were euthanized by exsanguination under carbon dioxide anesthesia and necropsied for tissue collection. Both rats and mice were purchased from Charles River Laboratories, Inc., (Portage, MI, United States) and were then housed (2-3 animals/cage) in plastic, solid bottom hanging cages with bedding, equipped with feeders and an automatic watering system at the AbbVie animal facility. Study animals were fed *ad libitum* the Envigo Teklad Global rodent diet 2014 (Indianapolis, IN, United States) and were fasted overnight prior to the time of necropsy and tissue collection. A total of 47 tissues were collected from each male and female rodent (including 3 to 4 reproductive tissues per sex).

Male and female Beagle dogs (*n* = 3/sex), approximately 1 year old and 5.6–10.7 kg, were purchased from Marshall BioResources (North Rose, NY, United States) housed at the AbbVie animal facility in social housing conditions prior to inclusion in the study and were fed Teklad certified global diet 2025 (Envigo, Madison, WI; *ad libitum*). Dogs were euthanized through intravenous administration of a pharma grade potassium chloride solution or by exsanguination after administration of a barbiturate solution, in compliance with site IACUC, and necropsied for tissue collection. Dogs were fasted overnight (16–18 h) with access to water prior to the time of necropsy. A total of 57 tissues were collected from each male and female dog (including 4 reproductive tissues per sex).

Male and female Cynomolgus monkeys (*n* = 3/sex), approximately 3–4 years old and 2.5–3 kg, were housed at the Charles River Mattawan animal facility prior to inclusion in our study. Lighting, temperature, and humidity were monitored in accordance with institutional SOPs FAC-17 and FAC-52. Monkeys were euthanized through overdose with a barbiturate-based euthanasia agent, propofol, or exsanguination (methods approved by site IACUC) and necropsied for tissue collection. Study animals were fed the Lab Diet Certified Primate Diet #5048 *ad libitum*, were provided tap water *ad libitum via* an automatic water system and were fasted for no more than 1 h prior to necropsy. A total of 53 tissues were collected from each male and female monkey (including 3 reproductive tissues for males and 5 for females).

A complete list of tissues collected in each species is included in Table 1. In all four species, during necropsy, tissues were prioritized for collection according to perceived research value and predicted RNA stability. Upon collection, tissues were transferred into a Whirl-Pak bag and immediately flash-frozen in liquid nitrogen and maintained in freezers at −80°C until RNA isolation. Pancreas was collected first and flash frozen to minimize RNA degradation. A subset of tissues were alternatively rinsed in saline solution and stored in RNALater Stabilization Buffer (Invitrogen, Waltham, MA, United States) and maintained at 4°C until RNA isolation. Tissue storage and preservation conditions were based largely on previous experience with tissues. Upon collection, 100 μl aliquots of whole blood were added to a cryovial containing 1 ml of QIAzol Lysis Reagent (Qiagen, Germantown, MD, United States). Contents of the vial were immediately mixed by inversion and flash frozen in liquid nitrogen until RNA isolations could be performed.

**TABLE 1:** List of Tissues Collected (✓) Across Each Species and Respective Classified Organ Systems. A total of 47–57 tissues were collected for each species. After collection, a portion of tissues was transferred to a Whirl-Pak bag and immediately flash frozen in liquid nitrogen and stored at −80°C.

**Organ Systems**	**Tissues**	**Rat**	**Mouse**	**Dog**	**Monkey**
Respiratory	Lung	✓	✓	✓	✓
	Olfactory Epithelium	-	-	✓	-
	Trachea	-	-	-	✓
Digestive/Excretory	Liver	✓	✓	✓	✓
	Pancreas**	✓	✓	✓	✓
	Tongue	✓	✓	✓	✓
	Ileum*	✓	✓	✓	✓
	Jejunum*	✓	✓	✓	✓
	Duodenum*	✓	✓	✓	✓
	Cecum*	✓	✓	-	-
	Colon^#^	✓	✓	✓	✓
	Stomach^@^	✓	✓	✓	✓
	Esophagus*	✓	✓	-	✓
	Harderian Gland	✓	✓	-	-
	Salivary Glands^$^	✓	✓	✓	✓
	Mouth Mucosa	-	-	✓	✓
	Gallbladder	-	-	✓	✓
	Lacrimal Gland	-	-	✓	✓
Circulatory/Cardiovascular	Aorta	✓	✓	✓	✓
	Heart	✓	✓	✓	✓
	Caudal Vena Cava	✓	✓	-	-
	Femoral Vein	-	^-^	✓	✓
Urinary	Bladder	✓	✓	✓	✓
	Kidney	✓	✓	✓	✓
Integumentary	Skin*	✓	✓	-	✓
	Ear Cartilage	✓	-	-	-
Adipose	White Adipose	✓	✓	✓	✓
	Brown Adipose	✓	✓		
Musculoskeletal	Skeletal Muscle - Gastrocnemius	✓	✓	-	-
	Quadriceps	-	-	✓	✓
	Soleus	-	-	✓	✓
	Gastrocnemius Tendon	-	-	✓	✓
	Synovium	-	-	✓	-
	Physis/Metaphysis	-	-	✓	-
Endocrine	Adrenal Gland	✓	✓	✓	✓
	Pituitary Gland	✓	✓	✓	✓
	Thyroid/Parathyroid	✓	✓	✓	✓
Hemic/Immune	Bone Marrow	✓	✓	✓	✓
	Mesenteric Lymph Node	✓	✓	✓	✓
	Spleen	✓	✓	✓	✓
	Thymus	✓	✓	-	-
	Whole Blood**	✓	✓	✓	-
	Peyer’s Patch*	-	-	✓	✓
Nervous	Cerebellum	✓	✓	✓	✓
	Sciatic Nerve	✓	✓	✓	✓
	Spinal Cord (Cervical)	✓	✓	✓	✓
	Cortex	✓	✓	-	-
	Frontal Cortex	✓	✓	-	-
	Medulla	✓	✓	-	-
	Frontal Lobe	-	-	✓	✓
	Subcortical White Matter	-	-	✓	✓
	Thalamus	-	-	✓	✓
	Caudate Nucleus	-	-	✓	✓
	Hippocampus	-	-	✓	✓
	Dorsal Root Ganglia	-	-	✓	✓
Ocular^*¥*^	Cornea	✓	✓	✓	✓
	Retina	✓	✓	✓	✓
	Uvea	-	-	✓	✓
	Lens	-	-	✓	-
Reproductive	Epididymis	✓	✓	✓	✓
	Prostate	✓	✓	✓	✓
	Testes	✓	✓	✓	✓
	Ovary	✓	✓	✓	✓
	Uterus	✓	✓	✓	✓
	Vagina	✓	✓	✓	✓
	Mammary Tissue	✓	✓	✓	-
	Cervix Uteri	-	✓	✓	✓
	Penis	-	-	✓	-
	Oviduct	-	-	-	✓

^#^Transverse colon in rat and mouse.

^@^Pyloric and fundic stomach collected separately in dog. Pyloric stomach and stomach body collected separately in monkey.

^$^Submandibular and parotic salivary glands collected separately in dog. Submandibular salivary gland in monkey.

^¥^Whole eye (including cornea and retina) was collected in mouse.

* Indicates that tissues were alternatively rinsed in saline solution, stored in RNALater Stabilization Buffer and maintained at 4°C until RNA isolation.

** Indicates that there was a separate protocol used for RNA isolation

### 2.2 Sample collection for clinical pathology and histology

At necropsy, whole blood samples were collected (in rat, dog, and monkey) and used for clinical pathology analysis (standard hematology and clinical chemistry parameters) to confirm that animals included in this study were healthy without any background disease or pathologies that could potentially impact gene expression changes. In mice, due to limited blood volume, samples were not collected for clinical pathology analysis.

In all four species, representative samples were also collected from selected key tissues for histological evaluation to confirm that animals were healthy and without disease. Tissues collected from each species for histology evaluation are listed in Supplementary Table S1. These tissue samples were fixed and then processed for standard paraffin embedding and sectioning. Sections (5 μM) were stained with hematoxylin and eosin and evaluated microscopically by an American College of Veterinary Pathologists-board certified veterinary pathologist.

### 2.3 RNA sample preparation

Total RNA was isolated from collected tissues according to one of several methods, according to our lab’s previous experience with various tissues. Target tissue input was approximately 200–300 mg, with the exception of smaller tissues, particularly in rodents. Flash frozen tissues and RNALater-stored tissues were homogenized in the Omni BeadRuptor (Kennesaw, GA, United States) or by using a Kinematica Polytron homogenizing wand (Malters, Switzerland). Tissue homogenates underwent RNA isolation, DNAse digestion with the Qiagen RNAse-Free DNAse set, and spin-column cleanup with the Qiagen RNeasy Mini kit (Qiagen, Germantown, MD, United States). A portion of the tissues were processed with the Promega Maxwell RSC simplyRNA Tissue Kit (Madison, WI, United States) and the remainder were processed using the Qiagen RNAeasy kit with QIAzol.

RNA quality was assessed using the Agilent 4200 Tapestation System and the Agilent 2100 Bioanalyzer with the Agilent High Sensitivity RNA ScreenTape and Agilent 6000 Nano Kit, respectively (Agilent, Santa Clara, CA, United States). RNA was quantified by the Qubit fluorometer using the RNA BR Assay (ThermoFisher Scientific, Waltham, MA, United States).

### 2.4 RNA sequencing

To ensure that future comparison could be made across species, approximately 50 matching tissues across the four species were selected and classified into broader organ systems based on anatomic structure and/or function (e.g., lymphoid, reproductive) (Figure 1; Table 1). In some individual cases, samples were removed from downstream analyses due to low tissue quality.

For rat and mouse samples, total RNA was pooled in equal mass inputs for each animal to generate a composite sample representative of each tissue. Rodent samples were pooled (within each species), but male and female-derived RNA samples remained separate. Library preparation and sequencing for dog and monkey samples were performed without sample pooling due to greater individual variability in these research species. In some instances, samples were omitted from sequencing when the library prep procedure failed to produce adequate cDNA. The TruSeq Stranded Total RNA Library Prep Kit Gold (Illumina, San Diego, CA, United States) was utilized to generate cDNA libraries with capture of coding and multiple forms of non-coding RNA. The prepared cDNA libraries were sequenced on the Illumina NextSeq 500 instrument using Illumina’s NextSeq 500/550 High Output v2.5 kit. Each sequencing run anticipated 33–50 million reads per sample, with paired-end sequencing of 76 base pairs (bp) in the forward and reverse direction. The median percentage of total reads uniquely mapped to the reference genome ranged from 66.9% to 78.2% across all species. All reads were mapped to the respective reference genome for each species using Omicsoft Software OSA4 (Omicsoft, Cary, NC, United States), which are referenced in Table 2.

**TABLE 2:** Transcript mapping information across species.

	Mouse	Rat	Dog	Monkey
Assembly	Mouse.B38	Rat.B6.0	Dog.CanFam3.1	Macaca_fascicularis_5.0
Protein-coding	21,968	22,250	19,856	20,815
Non-protein coding	7,913	10,633	4,724	6,244
Average alignment	76.369%	66.854%	78.170%	75.215%
Average read depth	97,033,160	119,424,748	162,362,994	86,051,784

### 2.5 *In vitro* assay for recombinant IL-22 activity

Frozen primary human (Cat # HMCPP5), cynomolgus monkey (Cat # MKCP10), rat (Cat # RTCP10), and mouse hepatocytes (Cat # MSCP10) were purchased from ThermoFisher Scientific. Individual vials of cells for each species were thawed and plated on 96-well collagen-coated plates (Corning^®^, 354407) according to the ThermoFisher protocol. Hepatocytes were plated at a density of 50,000 cells/well and were incubated under standard cell culture conditions of 37°C and 5% CO_2_. Recombinant interleukin-22 (rIL-22) specific for human (Cat # 782-IL-010), rat (Cat # 1316-RL-010), and mouse (Cat # 582-ML-010) were purchased from R&D Systems and used as a reference positive control for STAT3 activation. After one overnight incubation, human and cynomolgus monkey hepatocytes were treated for 30 min with human rIL-22 (rhIL-22) in 7 serial 8-fold dilutions ranging from 600 nM to .0023 nM. Rat and mouse hepatocytes were treated with rIL-22 of respective species, in 7 serial 8-fold dilutions ranging from 600 nM to .0023 nM, for 2 different time points of 15 and 30 min. Published literature suggested that rat hepatocytes may need a longer incubation time to have a STAT3 phosphorylation response from IL-22 signaling (Lee et al., 2018). Based on this, we conducted additional experiments using rat primary hepatocytes and incubated with rat rIL-22 for 30 min, 6 h, and 24 h.

At the end of incubation periods, media was removed from the wells and replaced with Tris lysis buffer, a component of the Phospho-STAT3(Tyr705) detection kit purchased from Meso Scale Discovery (MSD, Cat #K150SVD-2). Following the kit protocol, cells were lysed for 30 min at 4°C, and then lysates were added to the MSD plate for subsequent detection of phosphorylated STAT3 (pSTAT3).

### 2.6 Data analyses

FastQ files were generated and uploaded to Array Studio (OmicSoft, Cary, NC, United States) for reference genome alignment and generation of transcript count data for all samples (Table 2). Transcripts were assessed and normalized using DESeq2 (Love et al., 2014).

Within each species, tissue samples were averaged and principal component analysis (PCA) clustering was applied using R (R_Core_Team, 2017) and R Package PCATools (Blighe and Lun, 2022). Hierarchical clustering and data visualization was performed using R Package GGplot2 (Wickham et al., 2016). Gene enrichment analyses were performed using EnrichR (Chen et al., 2013). Data visualization for pSTAT3/IL-22 and flavin-containing monooxygenase (FMO) data was performed using GraphPad Prism version 9.0.0 for Windows (San Diego, California United States, www.graphpad.com). Transporter heatmaps were generated using normalized Z-scores calculated from FPKM values per gene using the R package pheatmap (Kolde, 2019).

## 3 Results

### 3.1 Clinical pathology and histology

In all four species, hematology (Supplementary Material S1) and clinical chemistry (Supplementary Material S2) parameters were evaluated and confirmed to be within the normal range. Similarly, there was no microscopic evidence of disease or unexpected background/spontaneous changes in any of the tissues evaluated. These results confirmed that animals used for this study were healthy and without any background disease or organ dysfunction.

### 3.2 Evaluating tissue mRNA expression differences

To evaluate the expression profile of genes at the transcript level in different tissues/organs in each species, RNA-sequencing data were analyzed to calculate fragments per kilobase of exon per million mapped fragments (FPKM) values for both protein and non-protein coding genes. 

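Total RNA was sequenced from 85 mouse, 88 rat, 300 dog and 288 monkey libraries, each from a named tissue of male or female animals. Each mouse and rat library was a pool of 3 animals, so these species have 1 library per tissue and sex and no replicates. Dog and monkey libraries came from single animals, mostly 3 males and 3 females per tissue. The values are FPKM, made by the authors in a separate table for each species, with 49585 transcripts for mouse, 32883 for rat, 24580 for dog and 33464 for monkey. The species were normalized apart from each other, so no test below compares values between species. Gene symbols stand in the monkey table alone, and transcripts of the other species carry identifiers that could not be matched to symbols here, so named genes are given for monkey. Where groups of at least 3 libraries were compared across all genes, limma was fitted to log2(FPKM + 1) for genes with a mean FPKM of at least 1, and genes with an adjusted p under 0.05 were called. The genes that separate the sexes went against the sex label in 11 mouse and 5 rat libraries, so single mouse and rat libraries are named by their label. The tables hold no read counts, so the depth behind each value is not known from them.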

The number of transcripts evaluated depended on the species and reference transcriptome assemblies used to map the sequenced reads (Table 2).

After calculating the median FPKM values across the biological replicates, transcripts were defined as “expressed” where FPKM ≥ 1. 

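Monkey testis expressed the most transcripts of any monkey group, 17615 at a median FPKM of at least 1, and female monkey esophagus the fewest, 13847. In dog, female pituitary gland was highest with 13543 and female lens, a tissue of few cell types, lowest with 11021. Rat whole blood from males had 11062 expressed transcripts and female rat mammary tissue 14286. In mouse the counts ran from 14326 in the library labelled male pancreas to 18005 in the library labelled female eye. The median over tissues was 15972 in mouse, 13403 in rat, 12714.5 in dog and 15529.5 in monkey. Mouse and rat counts rest on 1 pooled library each. No count of expressed transcripts was repeated after another scaling of the libraries, so how far the order of tissues depends on the scaling is not known.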

Across all the species evaluated, the number of transcripts expressed in a tissue ranged from 11,550 to 19,318 and not surprisingly was found to differ based on tissue and/or species. In all species, similarities for relative gene expression were observed for specific tissues. Consistent with other studies (Yu et al., 2014), the liver, heart, and skeletal muscles express relatively less genes than other tissues (Supplementary Figures S1A, B, S2A, B). 

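In dog, liver expressed 11909.8 ± 214 transcripts (SD, n = 6 animals), heart 12042 ± 71.5 and skeletal muscle (quadriceps and soleus) 11988.2 ± 378, where the median tissue of the same animals expressed 12734.1 on average. Dog liver differed from the animal's median tissue by -824.25 transcripts, heart by -692.1 and skeletal muscle by -745.9, as the mean of 6 animals. In monkey, liver expressed 14821.5 ± 267 transcripts, heart 14910.3 ± 212 and skeletal muscle 14541.2 ± 90.2, against 15571.4 for the median tissue. Each of the 3 tissues was below the median tissue in 6 of 6 dogs and 6 of 6 monkeys. The p of the exact sign-flip test, two-sided, was 0.03125 for each of the 6 comparisons (adjusted p = 0.03125), the smallest that 6 animals allow. The paper states that these tissues express relatively fewer genes than others.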

Differences in the average expression across all expressed transcripts were also observed between tissues (Supplementary Figures S3A, B, S4A, B).

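Monkey duodenum of males had the highest average expression of expressed transcripts in that species, a mean log2 FPKM of 3.78, and testis the lowest, 3.05. In dog the average was highest in female lens, 3.70, and lowest in female pituitary gland, 3.10. Male rat whole blood stood at 4.11 and male rat frontal cortex at 3.22. In mouse, the library labelled male whole blood had 3.51 and the library labelled female eye 2.88. The groups with the most expressed transcripts in mouse, dog and monkey were also those with the lowest average.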

Protein-coding genes for each species ranged from 19,856 (dogs) to 22,250 (rat), and non-protein coding genes ranged from 4,724 (dog) to 10,633 (rat). Average read depth ranged from 86,051,784 (monkey) to 162,362,994 (dog). To better interrogate species differences across tissues, we filtered and evaluated 13,072 protein-coding genes that were annotated across all species in this study. Frequent target organs of drug-induced toxicity were selected for spearman correlation analysis in both males and females: duodenum, heart, kidney, liver, spleen, and lung. Correlation analyses were performed across species (Figures 2A–F) and across all target organs (Supplementary Figure S5). Overall, we observed a strong relative correlation between similar tissues in both males and females. 

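Within each species, the expression profile of an organ in males was closer to the same organ in females than to other organs. In monkey, Spearman's coefficient across 33464 transcripts averaged 0.971 for the same organ and 0.869 for different organs, over duodenum, heart, kidney, liver, lung and spleen. In dog the averages were 0.974 and 0.876, in rat 0.964 and 0.882, and in mouse 0.921 and 0.850. Spleen was the closest pair in monkey, at 0.980, and lung in dog, at 0.979. The best match was the same organ in 12 of 12 cases in rat, dog and monkey and in 10 of 12 in mouse, where duodenum had the lowest coefficient, 0.856. Without the organ that has a library whose sex genes go against its label, a setting chosen after the data were seen, the averages over the other 5 organs were 0.933 and 0.848 in mouse and 0.966 and 0.886 in rat. The exact permutation p over the 720 orders of the organs was 0.00139 in each species (adjusted p = 0.00139), the smallest possible. The coefficients are across genes, which are not independent replicates, and correlations between species could not be computed without a shared gene name. From its coefficients across species and organs, the paper reports that similar tissues had a strong relative correlation in both sexes.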

Other tissues were also assessed using spearman correlation (Supplementary Material S3).

**FIGURE 2:**
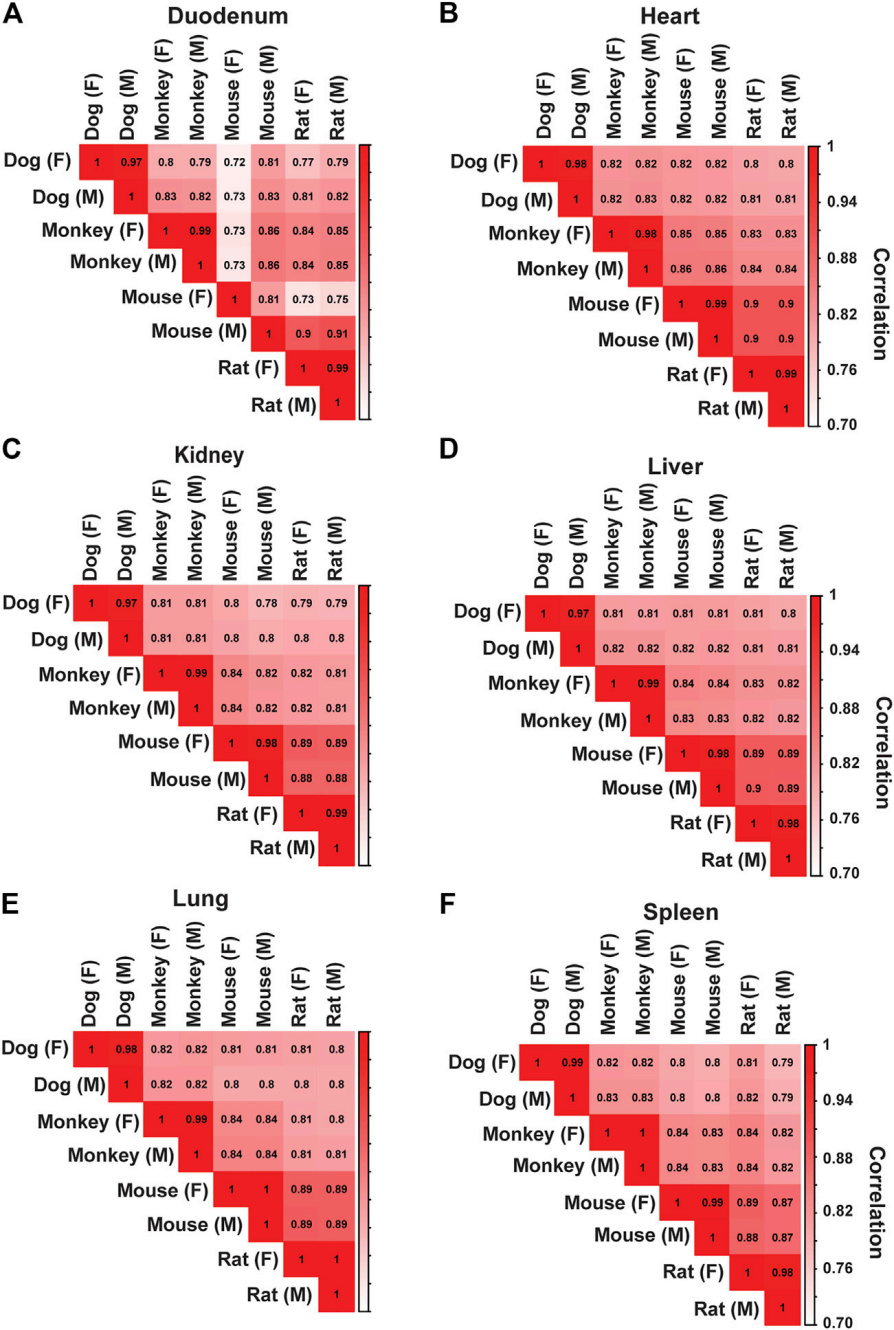
Correlation Analysis Across Species for Major Toxicity Organs. Correlation analysis was performed to assess species and sex differences across tissues. In both males (M) and females (F), spearman correlation coefficient values were generated across all species in **(A)** Duodenum, **(B)** Heart, **(C)** Kidney, **(D)** Liver, **(E)** Lung, and **(F)** Spleen.

### 3.3 Clustering analyses across species and tissues

Principal Component Analysis (PCA) was used to evaluate associations across the samples. Principal components (PC) 1, 2, and 3 were observed to explain approximately 18, 11, and 9 percent of the variation within the data, respectively. (Figure 3A). PC2 shows distinct clustering across species and indicates a relatively closer relationship between the rodents (mouse and rat) and clear separation from dog and monkey (Figure 3B). Interestingly, dog was observed to have the strongest separation on PC2. 

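Nervous tissues lay toward one end of the first component in each species, and 5 of 6 in mouse and in rat, 7 of 9 in dog and 6 of 9 in monkey lay beyond every other tissue. In monkey, the genes with the strongest weight toward this end were SNAP25, a protein of synaptic vesicle fusion, at 716 ± 485 FPKM (SD over 9 nervous tissues) against 14.8 ± 61.9 in 44 other tissues, and the astrocyte filament gene GFAP, at 1017 ± 1344 against 1.41 ± 2.52. The opposite end was led by JCHAIN, which joins antibody chains, and the epithelial genes PIGR and EPCAM. The mean score of nervous tissues differed from the rest by 2.35 SD in mouse, 2.26 in rat, 2.09 in dog and 2.01 in monkey, with a permutation p of 1e-05 in each, the smallest that 100000 permutations give (adjusted p = 4.8e-05 over 24 tests). The components were computed for each species alone, in place of all species together, a choice made after the tables were seen. They explained 20.6%, 14.2% and 9.97% of the variance in mouse, 18.7%, 11.2% and 10.3% in rat, 21.2%, 13.4% and 7.79% in dog and 24.8%, 13.1% and 7.11% in monkey. On FPKM without a log, the separation no longer passed the test in any species, and after rescaling to TPM it did not in rat.

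**Figure D1:**
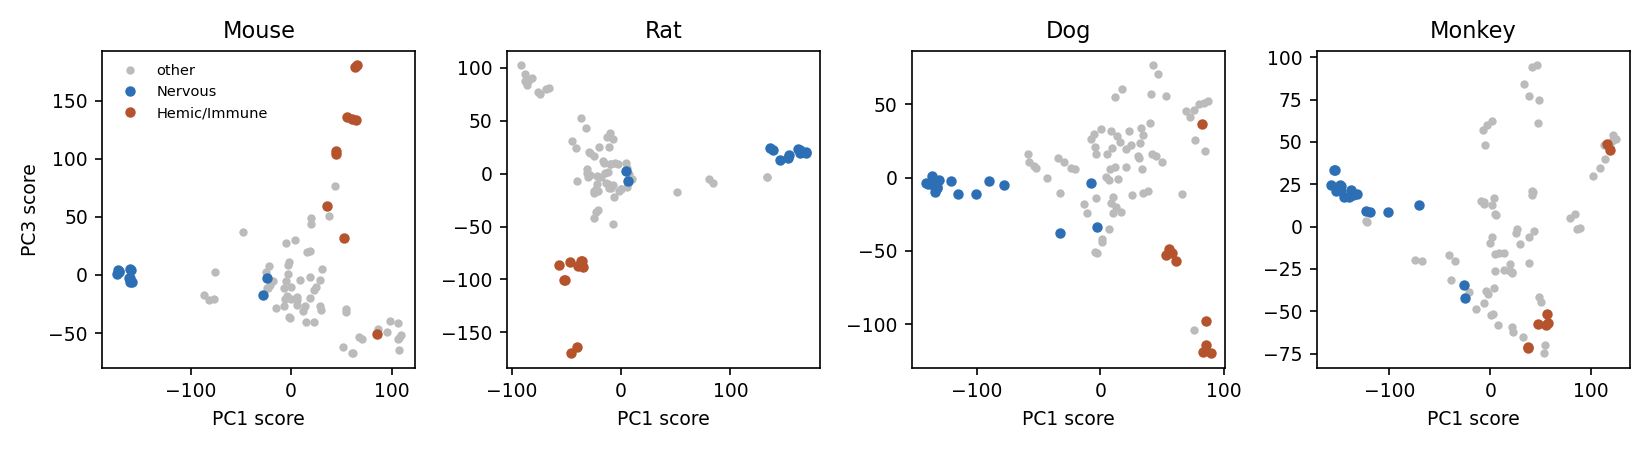
Scores of tissue groups on PC1 (horizontal axis) and PC3 (vertical axis), in arbitrary units, for each species, with 1 point per tissue and sex. Nervous tissues (blue) and hemic and immune tissues (orange) are marked among the others (grey), and most nervous tissues sit at one end of PC1.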

We further interrogated PC1 by annotating tissues and nervous system-related tissues were responsible for much of the variation on PC1 (Figure 3C). 

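On average, hemic and immune tissues lay toward one end of the third component in mouse, rat and dog. Their mean score differed from that of other tissues by 2.48 SD in mouse (permutation p = 1e-05, the smallest possible), 2.39 SD in rat (p = 2e-05 by permutation) and 1.73 SD in dog (p = 0.00056 by permutation). In monkey the difference was 0.87 SD and did not pass the test (permutation p = 0.0959, adjusted p = 0.153). By the paper's list of tissues, the monkey group holds Peyer's patch and lacks the thymus and whole blood of the rodents. The monkey component was led by the muscle genes CKM, ACTA1 and MYBPC1 at one end. All 5 rat tissues of this group lay beyond every other rat tissue, as did 3 of 5 in mouse and 2 of 5 in dog. In mouse, the library labelled female bone marrow scored -51.2, at the other end from the 134 of female spleen. After rescaling to TPM the separation did not pass the test in mouse and rat, nor did it in dog with genes scaled to unit variance, nor in these 3 species on FPKM without a log. The separation was not particular to the third component in rat and dog. On the second it was 1.59 SD in rat (adjusted p = 0.000343 by permutation) and 1.48 SD in dog (adjusted p = 0.00227 by permutation). On the first it was 1.27 SD in dog (adjusted p = 0.0164 by permutation). It did not pass on the first component in rat, nor on either in mouse and monkey.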

PC3 was also evaluated resulting in a strong clustering of hemic and immune system tissues, which may be driven by common hematopoiesis processes (Short et al., 2019; Gomes et al., 2021) (Figure 3D).

**FIGURE 3:**
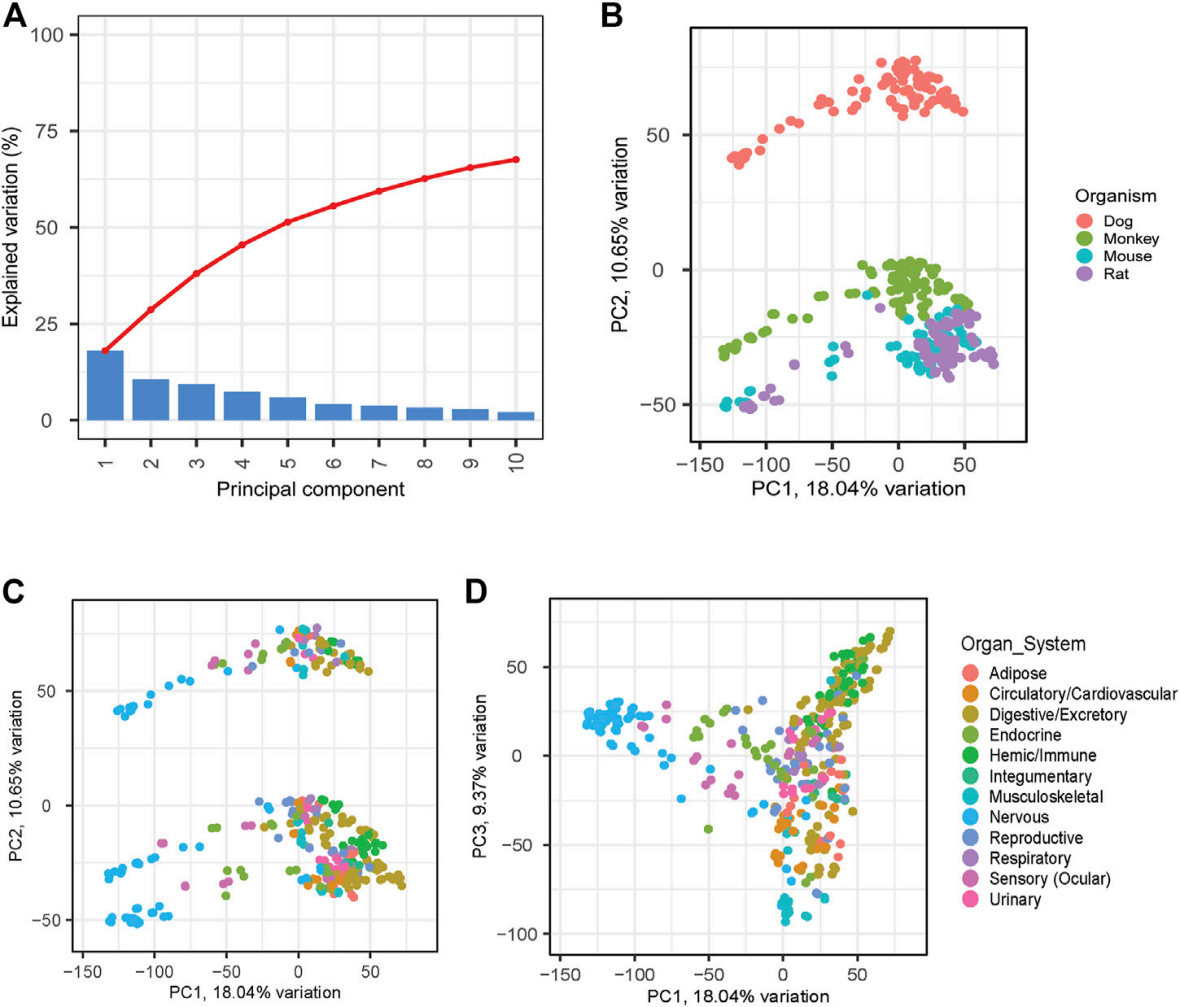
PCA Analyses to Identify Relationships between Species and Samples. PCA analyses was applied across all matching samples between species. **(A)** Scree plot shows explained variation across the first 10 PCs. PC1 versus PC2 was plotted highlighting species differences **(B)** and tissue differences **(C)**. PC3 was also evaluated to evaluate additional tissue differences **(D)**.

PCA loading analyses were performed across the top 5 PCs to help identify genes responsible for the explained variance across the PCs (Supplementary Material S4). The top 500 gene responses for the negative PC1 loading were extracted and assessed using gene set enrichment analysis (GSEA). 

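Genes of the ionotropic receptors for GABA and glutamate were concentrated at the nervous end of the first component in monkey. Of 19 GABA-A receptor subunits, 8 were among the 500 genes with the strongest weight, where 0.328 would fall by chance (Fisher's exact test, one-sided, adjusted p = 7.1e-10). Of 18 ionotropic glutamate receptor genes, 9 were in this set (Fisher's exact test, one-sided, adjusted p = 1.6e-11), with GRIA2 at 151 ± 102 FPKM in 9 nervous tissues (SD) and 3.73 ± 10.7 in 44 others. Of 5 glycine receptor genes 1 was, GLRB, which did not pass the test (Fisher's exact test, one-sided, adjusted p = 0.0833), while 3 were among the first 1000 genes, where it did. The mean was higher in nervous than in other tissues for 14 of the 19 GABA-A genes, 17 of the 18 glutamate genes and all 5 glycine genes. Not higher were GABRE, GABRP, GABRR1, GABRR2, GABRR3 and GRIN3B, with GABRP at 0.0706 ± 0.115 FPKM there and 13.7 ± 26.2 in others. The lists were fixed before the data were examined, but the paper had already reported GABA and glutamate receptor terms from these data. The tests are thus no independent support for that result. Genes of one family are also not independent, as Fisher's exact test takes them to be.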

Pathways related to GABA receptor activity and Benzodiazepine were identified among the top hits and are known to be associated with central nervous system function (Griffin et al., 2013; Wu and Sun, 2015) (Table 3). In both mouse and rat, similar analyses were performed on a smaller subset of tissues and identified the brain samples as having the most distinct cluster on PC1 (Sollner et al., 2017). Due to the large number of tissues and species, we expect clustering analyses to be complex with distinct PCs being responsible for driving variation between distinct tissue groups and species.

**TABLE 3:** Gene enrichment analysis for negative PC1 loading.

Term	Overlap	*p*-value	Adjusted *p*-value	Odds ratio
Transmitter-gated ion channel activity	16/34	2.67E-17	1.00E-14	35.78
GABA receptor activity	13/22	5.17E-16	9.67E-14	57.81
GABA-gated chloride ion channel activity	10/13	2.33E-14	2.91E-12	132.63
Ligand-gated anion channel activity	11/18	5.81E-14	5.43E-12	62.64
Ligand-gated channel activity	13/30	1.04E-13	7.21E-12	30.59
GABA-A receptor activity	11/19	1.35E-13	7.21E-12	54.81
Glutamate receptor activity	11/19	1.35E-13	7.21E-12	54.81
Ligand-gated ion channel activity	13/31	1.75E-13	8.16E-12	28.89
Neurotransmitter receptor activity involved in regulation of postsynaptic membrane potential	11/21	6.02E-13	2.50E-11	43.84
Ionotropic glutamate receptor activity	11/17	1.45E-12	5.42E-11	56.83

### 3.4 Hierarchical clustering across tissues

Hierarchical clustering was performed to confirm data quality and evaluate tissue differences within species. Tissue clustering was performed on the male tissues and annotated with the organ classifications for both rodents (Figures 4A,B), and large animals (Figures 5A,B). Similarly analyses were performed on female tissues in rodents (Supplementary Figures S6A,B) and large animals (Supplementary Figures S7A,B). Due to the large number of genes that are expressed uniquely in the testes (Djureinovic et al., 2014), a strong diversification between testes and other tissues in rat, dog, and monkey was observed. 

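Of 7 testis markers listed before the data were examined, 6 were at least 5 times higher in monkey testis than in every other male tissue. The exception was SPATA18, at 29.2 ± 12.6 FPKM in testis (SD, n = 3 males) and 80.8 in trachea. The chromatin proteins of sperm PRM1 and TNP1 reached 3482 ± 2903 and 2389 ± 2020 FPKM in testis (SD, n = 3 males), with 289 and 187 in epididymis, the next highest tissue. Transcripts at least 5 times higher in testis than in every other male tissue numbered 1458 in monkey, 924 in dog and 2077 in rat. The next tissue had 255 in monkey and 203 in dog, liver in both, and 297 in rat, whole blood. Testis was the tissue farthest from its nearest neighbour in these species, at a Euclidean distance of 211 in monkey, 241 in dog and 320.3 in rat, where the median of other tissues was 114, 96.5 and 132. In mouse the library labelled testis held 2 such transcripts. From the large number of genes expressed uniquely in testis, the paper reasons that testis diverges from other tissues.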

Related tissues from the same organ system, such as nervous, digestive, and immune tissues, generally clustered together.

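Most nervous tissues had another nervous tissue as their nearest neighbour in each species. Of 9 nervous tissues, 8 had a nervous tissue as nearest neighbour in monkeys of each sex, as did 7 in male and 8 in female dogs, and 5 of 6 in mice and rats of each sex. Hemic and immune tissues were nearest to one of their own group in 5 of 5 cases in rats of each sex, 4 of 5 in male and 2 of 5 in female mice, 2 of 4 and 4 of 5 in dogs, and 3 of 4 and 2 of 4 in monkeys. Digestive and excretory tissues did so in 10 of 14 cases in monkeys of each sex, 10 of 12 in male and 8 of 12 in female dogs, 9 of 12 in rats of each sex, and 7 of 11 in male and 5 of 12 in female mice. Reproductive tissues ranged from 0 of 4 in male to 5 of 5 in female dogs. Over all organ systems the nearest tissue was of the same system for 58.3% of male and 52.0% of female monkey tissues, 61.7% and 68.6% in dog, 52.3% and 54.5% in rat, and 46.3% and 36.4% in mouse. Chance gave 11.4% to 13.3%. The permutation p was 1e-05, the smallest possible, except in female mouse, where it was 0.00018. All genes of each table were used. Mouse tissues were taken by their label, and the mouse library labelled testis held only 2 testis-restricted transcripts. Wrong tissue labels could lower the mouse shares, which was not tested.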

**FIGURE 4:**
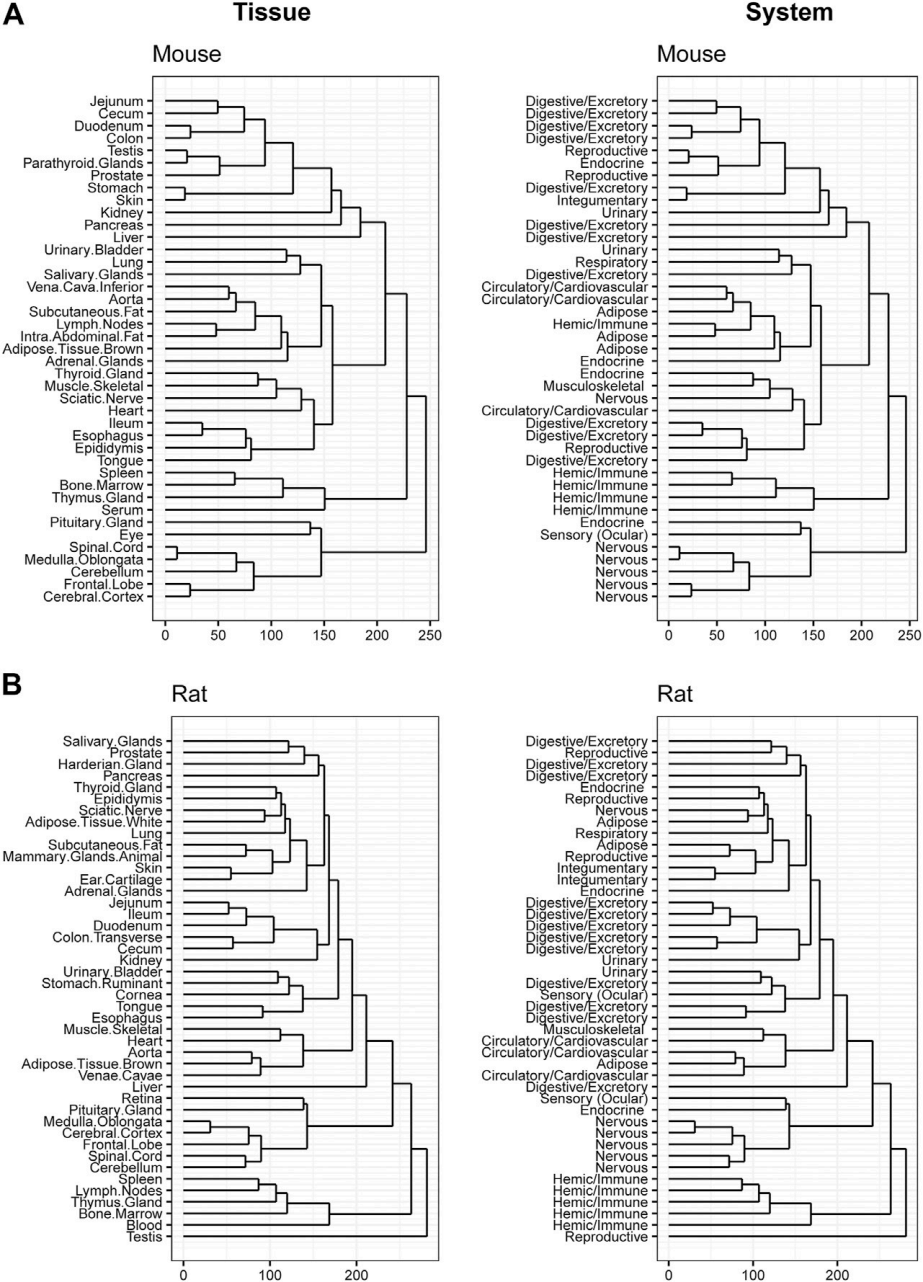
Hierarchical Clustering of Tissues in Mouse and Rat. Dendrogram to visualize hierarchical clustering of male tissues (left) in mouse **(A)** and rat **(B)**. These tissues were also mapped to broader organ/system classifications (right).

**FIGURE 5:**
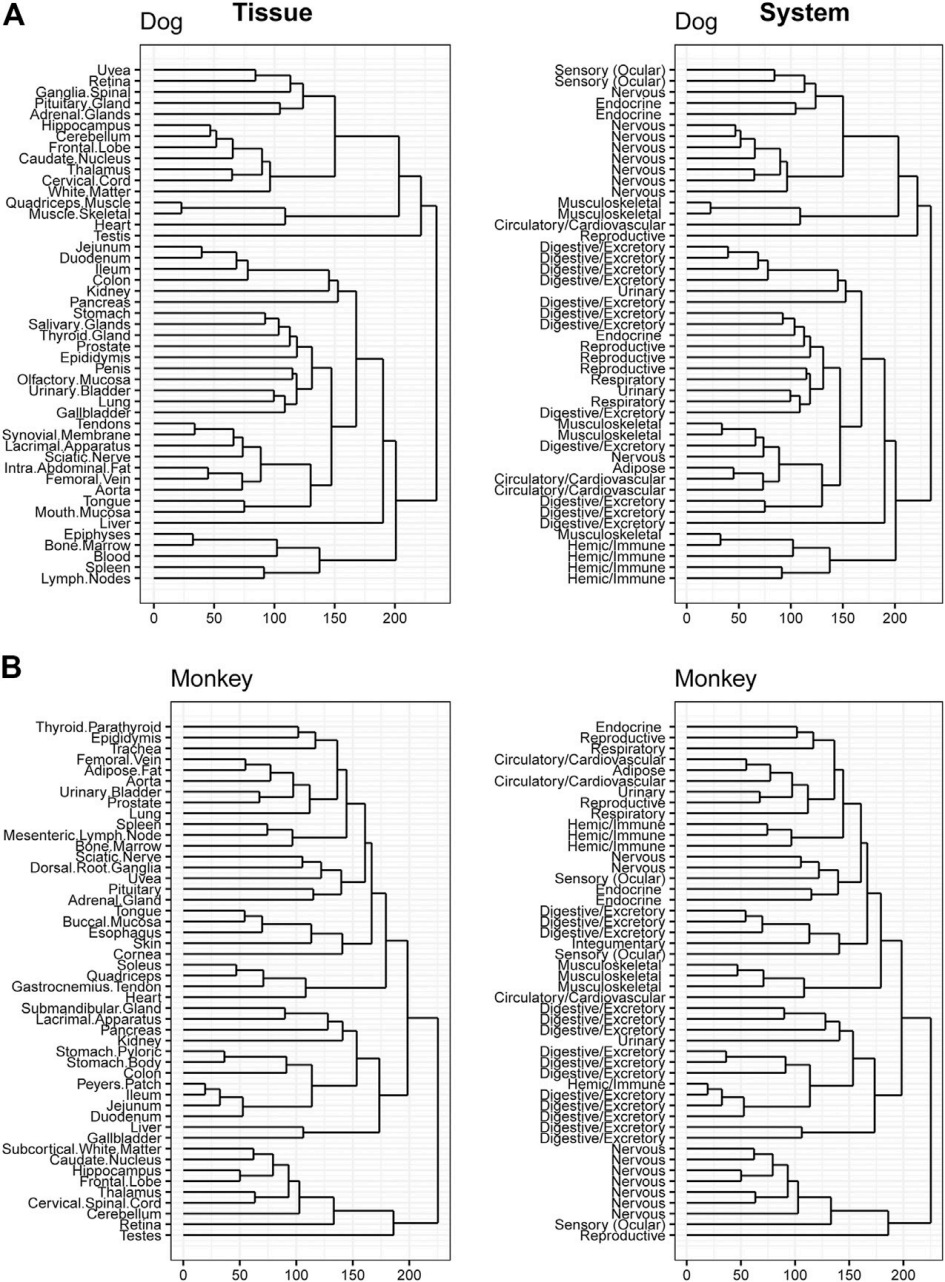
Hierarchical Clustering of Tissues in Dog and Monkey. Dendrogram to visualize hierarchical clustering of male tissues (left) in Dog **(A)** and Monkey **(B)**. These tissues were also mapped to broader organ/system classifications (right).

### 3.5 Case examples to evaluate correlation of gene expression profile with known species and sex differences in pharmacological and/or metabolic responses

#### 3.5.1 IL-22 receptor signaling

As a case example, the gene expression atlas was used to understand reported species difference in interleukin 22 (IL-22) signaling and associated changes observed in toxicity studies. IL-22 cytokine is a member of the IL-10 family and is recognized by IL-22R, a heterodimeric transmembrane receptor complex composed of IL-22R1 and IL-10Rβ (Xie et al., 2000). IL-22 activates STAT3 signaling cascades and mediates multiple cellular responses including induction of proliferative and anti-apoptotic pathways, as well as production of anti-microbial molecules (Sabat et al., 2014). An IL-22 recombinant fusion protein (UTTR1147A), that consists of the human cytokine IL-22 with the Fc portion of a human IgG4, was shown to have species differences of *in vitro* STAT3 activation potential (a biomarker of target engagement and histological changes in target cells) from preclinical toxicology studies (Lee et al., 2018). Specifically, rats were shown to be less sensitive than monkeys to IL-22 mediated pSTAT3 phosphorylation *in vitro* (hepatocytes) and for expected pharmacology related clinical pathology changes (increased serum fibrinogen and C-reactive protein) as well as skin toxicity (specifically epidermal hyperplasia) in repeat-dose toxicity studies. This difference in sensitivity was associated with an ∼10-fold difference in NOAEL levels (for skin toxicity) between rats and monkeys in 11-week repeat-dose toxicity studies (Table 4). Adverse skin reactions (dry skin, erythema, and pruritis) were also reported in healthy human volunteers and ulcerative colitis patients dosed with UTTR1147A in a Phase 1b study (Al-Bawardy et al., 2021). To further evaluate and confirm species differences in sensitivity for IL-22 signaling, we tested the *in vitro* pharmacologic activity of recombinant IL-22 (rIL-22) in primary hepatocytes isolated from mice, rats, dogs, monkeys, and humans. Species-specific rIL-22 was used for rat and mouse hepatocytes. rhIL-22 was used for monkey and human hepatocytes. Based on the EC50 values for STAT3 activation (Figure 6; Table 4), r-IL-22 was more potent in cynomolgus monkeys compared to mice and rats. In rat cells, IL-22 failed to produce a pSTAT3 signal even with extended duration of incubation (up to 24 h) compared to other species (30 min) tested.

**TABLE 4:** Summary of species sensitivity difference for IL22 signaling and associated pharmacology and safety findings.

	Repeat dose toxicity study (11 weeks) or phase I trial data h IL-22FC IG fusion protein (Lee et al 2018; Al-Bawardy et al 2021)			STAT3 activation signal in primary hepatocytes for rhIL22 and hIL-22 fusion protein^a^ (Lee et al 2018)	EC50 value for rIL22 induced pSTAT3 in hepatocytes
	Clinical pathology^b^	Skin toxicity	NOAEL		
			Dose (AUC)		
Monkey	CRP ↑	Epidermal hyperplasia at ≥75 µg/kg (IV, once every 2 weeks)	15 μg/kg (333 ng.day/ml)	+	3.5 nM
	Fibrinogen ↑				
Rat	No change	Epidermal hyperplasia at 500 µ/kg (IV, twice weekly)	150 μg/kg (2,370 ng.day/ml)	-	No signal
Mouse	--	--	--	+	32 nM
Human	--	Dry skin, erythema, and pruritis (30–90 μg/kg either biweekly or monthly)	--	+	.69 nM

^a^ At 30-min timepoint (Western blot data for pSTAT).

^b^ Changes related to target engagement.

+, Elevations in STAT3 phosphorylation; -, No STAT3 phosphorylation; --, no data.

**FIGURE 6:**
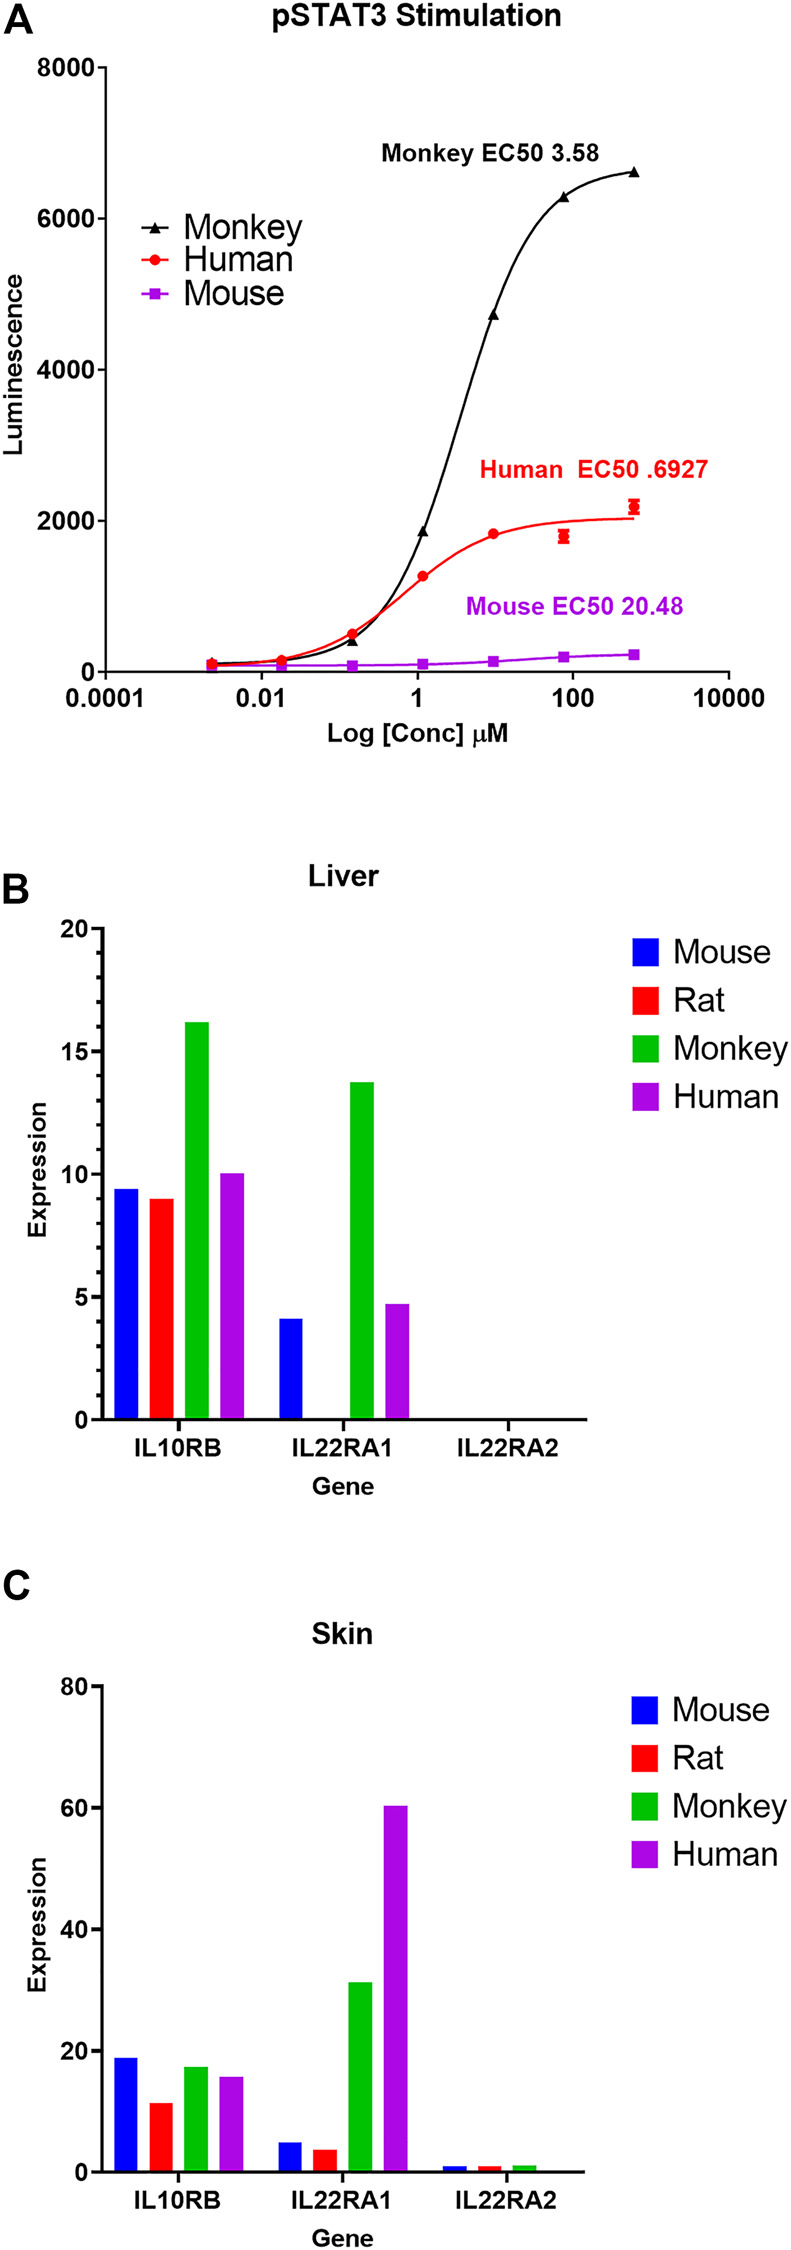
Differential pSTAT3 stimulation and IL-22 receptor genes expression across species. **(A)** pSTAT3 stimulation dose curves in response to recombinant IL-22 (rIL-22) in mouse, rat, monkey, and human primary hepatocytes. Species-specific rIL-22 was used for rat and mouse hepatocytes. rhIL-22 was used for monkey and human hepatocytes. For rat, there was no signal, so no value is shown in the graph **(A)**. Average FPKM expression of IL-22-receptor genes (IL10Rβ, IL-22RA1, and IL-22RA2) in Liver **(B)** and Skin **(C)** for mouse, rat, monkey, and human. Additional details on this case example are summarized in Table 4.

Based on this background information, we used our comprehensive body atlas data to evaluate if the lower potency in rodents compared to monkeys is correlated with differential basal expression of IL-22R genes (mainly IL-22RA1 and IL-10Rβ) in two representative key IL-22 target tissues (liver and skin). 

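In monkey, IL22RA1, the chain that binds IL-22, averaged 13.7 ± 5.64 FPKM in liver and 31.2 ± 7.73 in skin (SD, n = 6 animals). Skin ranked 2 and liver 9 among 53 monkey tissues for this gene (1 and 11 after rescaling to TPM). It was higher in skin than in liver in 6 of 6 animals, by 1.19 on the log2 scale (exact sign-flip test, two-sided, p = 0.03125, the smallest possible; adjusted p = 0.0469 over 3 genes), and by 2.23 after that rescaling, which moved the median of all 15944 genes with a mean FPKM of at least 1 from -0.13 to 0.83. IL22RA2, which encodes a soluble binding protein for IL-22, was listed at 0 in all 6 livers and averaged 1.08 ± 0.504 FPKM in skin. STAT3, the transcription factor that IL-22 activates, averaged 342 ± 94.1 FPKM in liver, its highest tissue, and 97.2 ± 10.2 in skin (240 ± 71.0 and 146 ± 14.1 after rescaling to TPM). The rodent genes could not be identified in their tables.

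**Figure D2:**
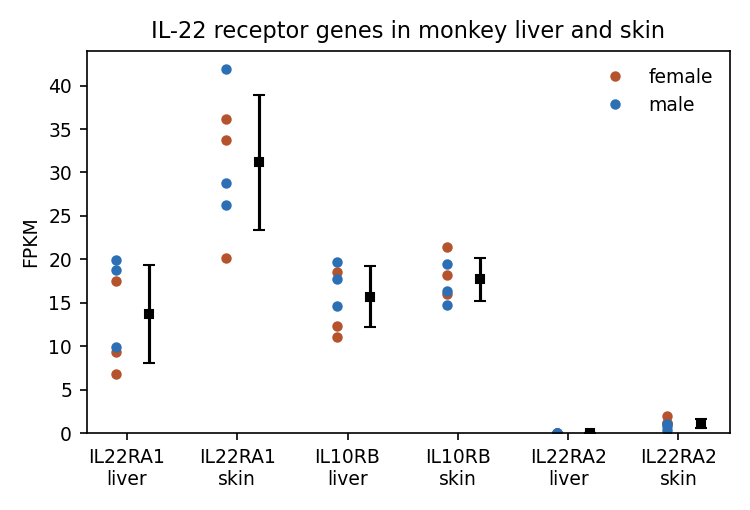
FPKM of IL22RA1, IL10RB and IL22RA2 in monkey liver and skin, with 1 point per animal (female orange, male blue) and the mean with SD of 6 animals as a black square. IL22RA1 averages 13.7 in liver and 31.2 in skin.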

IL-22RA1 expression was highest in monkeys in both liver and skin, compared to rodents. Interestingly, there is little to no expression of IL-22RA1 in rat, specifically in the liver (Figure 6). IL-10Rb expression levels were consistent across mouse and rat liver but significantly increased in monkeys. 

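IL10RB, the other chain of the receptor, averaged 15.7 ± 3.51 FPKM in monkey liver and 17.7 ± 2.46 in monkey skin (SD, n = 6 animals). It was higher in skin in 3 of 6 animals, with a log2 difference of 0.18 (exact sign-flip test, two-sided, p = 0.4375), less than its spread of 0.43 between animals. After rescaling to TPM it was higher in skin in 6 of 6 animals, by 1.22 on the log2 scale (exact sign-flip test, two-sided, p = 0.03125; adjusted p = 0.03125 over 3 genes). The change of 1.04 is near the 0.96 by which the rescaling moved the median of all genes, so whether this gene is higher in skin depends on the scaling. Its highest tissue was duodenum, at 64.6 FPKM, and spleen after that rescaling. JAK1 and TYK2, the kinases that act downstream of this receptor, averaged 141 ± 20.1 and 21.7 ± 4.55 FPKM in liver. The paper uses basal receptor expression to ask whether the lower potency of IL-22 in rodents goes with lower receptor levels.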

Based on the GTEx database, the expression of IL-22RA1 in human skin appears to be relatively higher than monkeys.

#### 3.5.2 Flavin-containing monooxygenases (FMO) expression levels

In another case study, we evaluated if basal transcript expression in our database correlates with known sex-related differences in expression and activity of Flavin-containing monooxygenases (FMO). In both mice and dogs, much higher levels of FMO1 and FMO3 expression were detectable at transcript levels in females compared to males (Figure 7). A comparison of transcript level expression of FMO isoforms in preclinical species in our comprehensive body atlas data supported previous reports of species and sex dependent relative FMO1 and FMO3 expression levels (Falls et al., 1995; Ripp et al., 1999). Interestingly, we did not observe these sex-related differences in humans.

**FIGURE 7:**
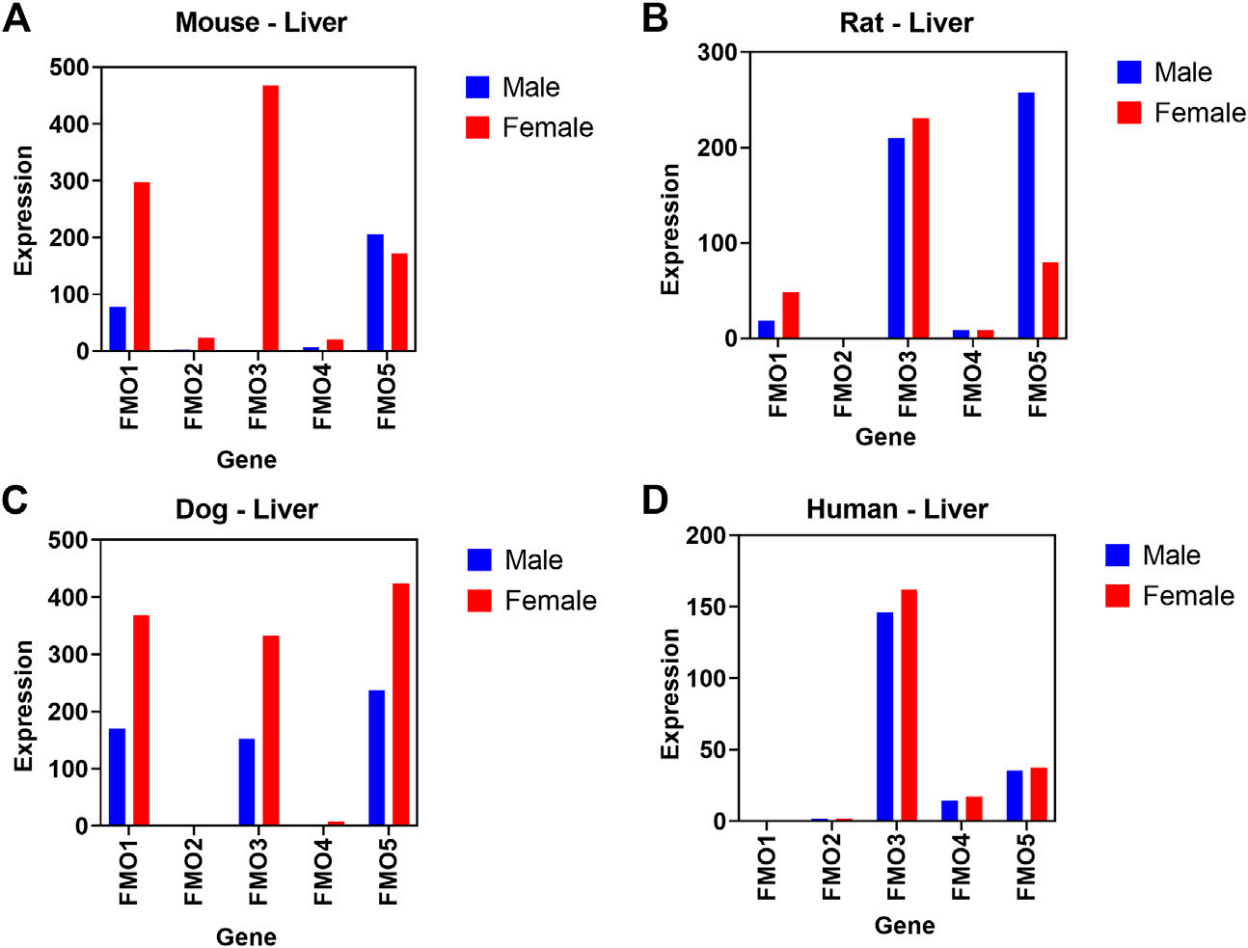
Relative difference in transcript level expression of Flavin-containing monooxygenases (FMO) genes. Sex differences between male (blue) and female (red) are shown across 5 different FMO isoforms in mouse **(A)**, rat **(B)**, dog **(C)**, and **(D)** human liver.

#### 3.5.3 DDI transporter evaluation in liver, kidney, and heart

To further demonstrate utility of our RNAseq database, we compared relative expression levels of key drug efflux transporters (P-gp, BCRP, MRP2, MRP4, MATE2K) and drug uptake transporters (OATP1B1, OATP1B3, OAT2B1, OATP1A4, OAT1, OAT3, OCT1, OCT2, BSEP, and NTCP) across liver, kidney and heart (negative control tissue) in males (Figure 8) and females (Supplementary Figure S8). The 2018 International Transporter consortium (ITC) recommended these transporters as being of key importance in drug development (Zamek-Gliszczynski et al., 2018). In addition, we compared the relative expression of these transporters in human tissues using the GTEx human expression body atlas with preclinical species.

**FIGURE 8:**
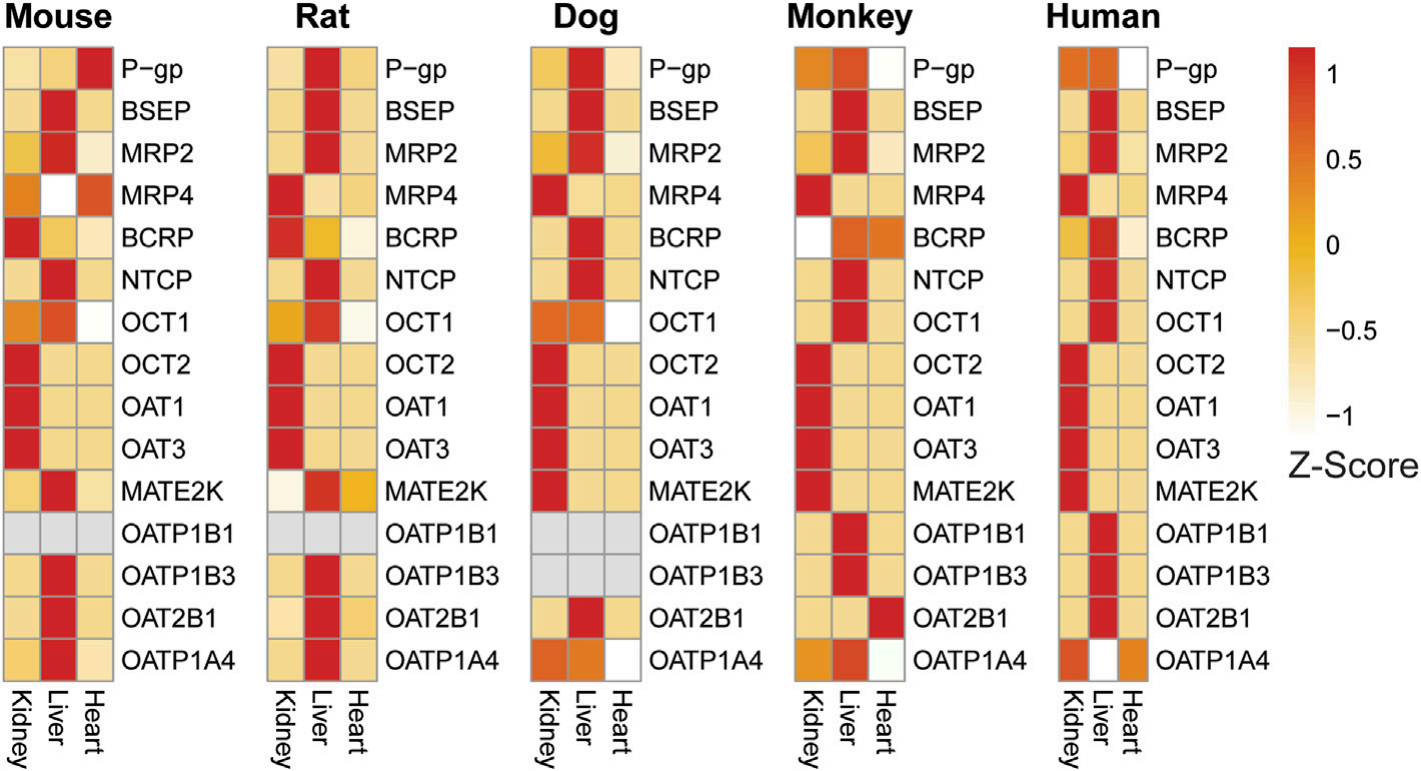
Expression heat map of key transporters in the liver, kidney, and heart of male preclinical species and humans confirms tissue-specific expression of liver and kidney transporters across species. Heart was included as a general negative control as few transporters are reported to be highly expressed there. Expression patterns are generally consistent across species with some notable exceptions.

Drug transporters known to be specific or enriched in liver such as BSEP, MRP2, OCT1, OATP1B1, OAT1B3, OAT2B1, OATP1A4 showed higher expression in liver samples compared to kidney and heart (Figure 8) confirming the expected tissue-specific abundance across species. 

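Monkey liver held the highest level of 8 of the 15 transporter genes found in the monkey table (7 after rescaling to TPM). ABCB11 (BSEP), the bile salt export pump, averaged 179 ± 76.5 FPKM in liver (SD, n = 6 animals), 0.200 in kidney and 0.0374 in heart, and ABCC2 (MRP2) 166 ± 18.9, 42.4 ± 12.0 and 1.08 ± 0.827. SLC10A1 (NTCP), which takes up bile acids, averaged 288 ± 52.0 FPKM in liver and 1.33 ± 0.549 in kidney. Of the 15 genes, 7 were higher and 5 lower in liver than in kidney at an adjusted p under 0.05 from limma (7 and 6 adjusted over the list alone, 7 and 8 after rescaling to TPM). Against heart, 8 were higher and 2 lower in liver (8 and 2 adjusted over the list alone). SLC22A6, 1 of these 2, no longer passed in a fit with the animal as a block (adjusted p = 0.0518 from limma) or without 2 heart libraries that hold kidney transcripts, a setting chosen after the data were seen (adjusted p = 0.116 from limma). SLCO2B1 (OATP2B1) averaged 5.85 ± 2.16 FPKM in liver, 4.94 ± 1.78 in kidney and 12.6 ± 5.50 in heart, with a log2 difference of 0.20 between liver and kidney (adjusted p = 0.446 from limma) that was -0.70 after rescaling to TPM. ABCB1 (P-gp) differed by 0.06 between liver and kidney (adjusted p = 0.778 from limma), and by -0.99 after that rescaling. Both changes are near that of the median over all genes, which the rescaling moved from 0.07 to -0.85. The paper reasons from higher levels in liver that these transporters are abundant in that tissue across species.

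**Figure D3:**
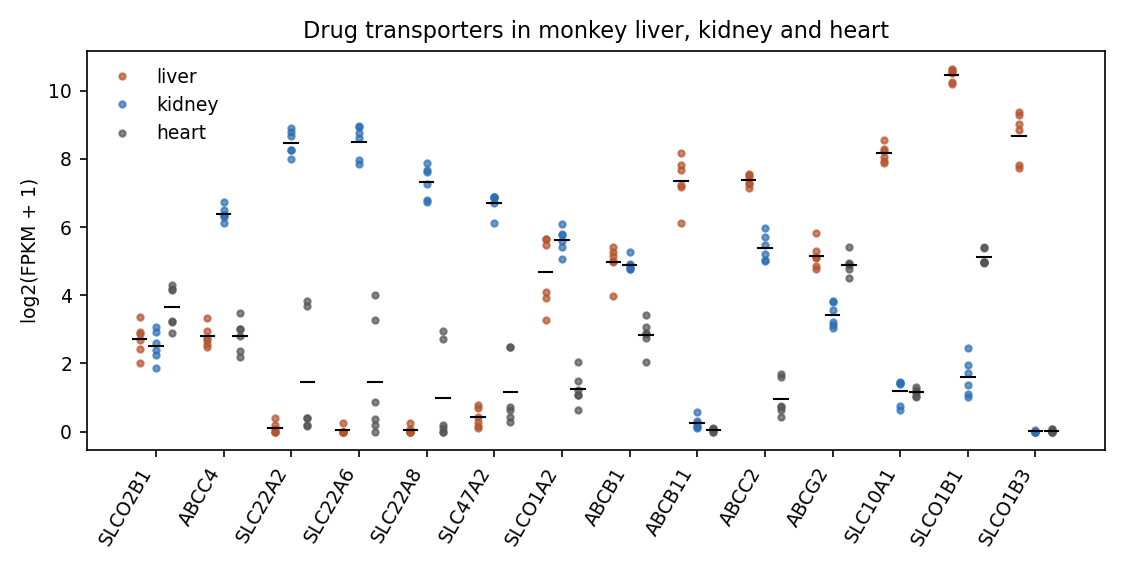
Expression of 14 of the 15 transporter genes in monkey liver, kidney and heart as log2(FPKM + 1), with 1 point per library and black bars at the mean of 6 animals. Liver is highest for 7 genes, kidney for 6 and heart for 1.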

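SLCO1B1 (OATP1B1) was the most abundant of the 15 transporter genes in monkey liver, with 1419.8 ± 181 FPKM (SD, n = 6 animals). In kidney it averaged 2.25 ± 1.32 FPKM, a log2 difference of 8.86 (standard error 0.22, adjusted p = 3.3e-12 from limma). SLCO1B3 (OATP1B3), the close relative that shares many of its substrates, averaged 450.1 ± 194 FPKM in liver and 0.00685 in kidney (log2 difference 8.67, standard error 0.25, adjusted p = 1.4e-11 from limma). Every liver library exceeded every kidney and heart library for both genes. Heart held 34.0 ± 5.75 FPKM of SLCO1B1 and 0.0164 of SLCO1B3.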

Higher expression of both OATP1B1 and OATP1B3 is unique to both humans and monkey liver (Wang et al., 2015). In addition, strong expression of OATP1A4 (rodent ortholog of human OATP1B1) was detected in both mouse and rat liver. Similarly, our database confirmed higher levels of transporters specific or enriched in kidney such as OAT1, OAT3, and OCT2, MRP4 compared to liver and heart in all four preclinical species and were also comparable to respective human tissue. 

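The organic anion and cation transporters of the renal tubule were high in monkey kidney. SLC22A6 (OAT1) averaged 380.3 ± 118 FPKM in kidney (SD, n = 6 animals) and was at most 0.195 in any liver library. SLC22A8 (OAT3) averaged 167 ± 52.8 FPKM in kidney, with at most 0.193 in a liver library, and SLC22A2 (OCT2) 365 ± 89.0, with at most 0.312. ABCC4 (MRP4) averaged 83.7 ± 12.8 FPKM in kidney, 6.10 ± 1.64 in liver and 6.34 ± 2.36 in heart. The log2 difference between liver and kidney was -8.47 for SLC22A6, -7.27 for SLC22A8, -8.37 for SLC22A2 and -3.59 for ABCC4, each with every kidney library above every liver library (largest adjusted p = 2.8e-10 from limma). SLCO1A2, an uptake transporter, averaged 49.3 ± 11.9 FPKM in kidney and 30.1 ± 19.1 in liver, a log2 difference of -0.94 that did not pass (adjusted p = 0.0507 from limma). It passed with the animal as a block, since the same animals gave both tissues (-0.94, adjusted p = 0.0414 from limma), with median-ratio scaling (-0.99, adjusted p = 0.0418 from limma) and after rescaling to TPM (-1.99), which moved the median of all genes from 0.07 to -0.85. Against heart, 8 of 12 tested genes were higher and 3 lower in kidney (8 and 3 adjusted over the list alone).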

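In monkey heart, ABCG2 (BCRP), an efflux pump, averaged 29.4 ± 6.63 FPKM (SD, n = 6 animals), near the 35.9 ± 10.6 of liver and above the 9.98 ± 2.62 of kidney (kidney minus heart, log2 difference -1.48, adjusted p = 4.5e-06 from limma). SLCO2B1 (OATP2B1) was higher in heart than in kidney by a log2 kidney minus heart of -1.15 (adjusted p = 4.1e-06 from limma), which was -0.21 and no longer passed after rescaling to TPM, where the median of all genes moved from -0.07 to 0.85. Of the 15 transporters 12 averaged at least 1 FPKM in heart and 3 less. Without 2 of the 3 female heart libraries, which held kidney transcripts, 7 averaged at least 1 FPKM and 8 less, a count chosen after the data were seen. The 5 genes that fell below 1 were ABCC2, SLC22A2, SLC22A6, SLC22A8 and SLC47A2. SLC22A2, SLC22A6, SLC22A8 and SLC47A2 averaged 4.35, 4.18, 2.08 and 1.83 FPKM over all 6 hearts. SLC22A2, for example, was 11.9 and 13.3 FPKM in the 2 libraries and at most 0.322 in the other 4 hearts.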

In heart, which was included as a negative control tissue for transporters, expression of the majority of transporters evaluated were either very low or not detected (except for P-gp and MATE2K in mouse and BCRP and OAT2B1 in monkey).

Further comparison of the expression of a few selected transporters between species, sex, and tissues demonstrated an overall good correlation with published information. For example, species and tissue specific distribution of organic cation transporters (OCTs) are well documented (Bleasby et al., 2006). OCT1 enrichment was limited to the liver in human and monkeys, whereas in rat, mouse and dog expression is detected in both liver and kidney (Figure 8). Other than OCT1, the expression of other renal transporters evaluated appeared to be comparable across preclinical species and human at the transcript level. BCRP expression was more highly expressed in male rats uniquely, but this difference was not found in other species (Figure 8; Supplementary Figure S8).

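In monkey kidney, ABCG2 (BCRP) averaged 10.5 ± 2.68 FPKM in females and 9.42 ± 3.01 in males (SD, n = 3 each), a log2 difference of 0.16. The difference was smaller than the spread between animals of one sex (exact permutation test, two-sided, p = 0.7, where 3 animals against 3 cannot go below 0.1).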

Interestingly, the expression profile of the multidrug and toxin extrusion protein (MATE2K) was different in rodents from other species. In dog, monkey, and human, high expression of MATE2K was observed in kidneys, whereas in rats and mice, high expression is detected only in liver, but not in kidney.

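SLC47A2 (MATE2K), which exports cations into the urine, averaged 106 ± 19.2 FPKM in monkey kidney (SD, n = 6 animals) and 0.353 ± 0.262 in liver. The log2 difference between liver and kidney was -6.30 (standard error 0.14, adjusted p = 1.2e-12 from limma). Kidney libraries ran from 68.0 to 117 FPKM, and the lowest, of a female, stood apart from the others.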

## 4 Discussion

Many applications of this comprehensive preclinical species transcriptomic database can be envisioned to improve or expedite drug discovery and development. These data could be used to predict potential target tissues of toxicity in preclinical species as part of a target safety assessment and to design better early toxicology studies (Roberts, 2018). The same exercise can reasonably be conducted for confirmed or predicted off-target drug interactions (Van Vleet et al., 2019). In addition, these data could serve to guide therapeutic target selection. Likewise, species-specific expressions may be helpful in understanding species-specific sensitivity to certain drugs and the human relevance of preclinical findings (Spurgeon et al., 2020). The translation of preclinical toxicity findings to humans, when mechanism is understood, could also be better predicted with these body atlas expression data. Finally, body atlas gene expression may serve, in part, for selecting or justifying the most appropriate preclinical toxicity species (Prior et al., 2020).

Several RNAseq body atlas databases from preclinical species have been previously developed. Some of these contain data from species which are of importance for drug safety evaluation such as mouse, rat, and monkey (Perry et al., 2012; Li et al., 2017; Ji et al., 2020; Thiemeyer et al., 2021). However, significant strain-related differences in drug-related response and sensitivity have been noted as well, reflecting the need for RNAseq databases in the most common species and strain used for preclinical toxicology assessment of drugs (Annas et al., 2013; Hoffmann et al., 2017). In this body of work, we created an RNAseq body atlas in the strains of mouse (CD1), rat (Sprague Dawley), dog (Beagle), and monkey (Cynomolgus) most used in preclinical drug safety studies.

Prior to this work, no comprehensive CD1 mouse body atlas RNAseq databases had been established. CD1 mice are the most common mouse strain for drug toxicology studies (Annas et al., 2013). Our sequencing efforts identified 21,968 protein coding and 7,913 non-coding genes in CD1 mice (Table 2). More limited CD1 mouse tissue profiling efforts have been reported previously. For example, Kahr et al. (2011) evaluated transcriptional expression differences between right and left atria in 3 strains of mice, including CD1, compared to humans. C57BL/6 mice have been used to create several RNAseq expression databases. For example, Hounkpe et al. (2021) published a RNAseq database from 52 to 14 different normal tissues in humans and C57L/6 mice, respectively. The database was used to identify 2176 and 3277 housekeeping genes in humans and mice, respectively. Likewise, Li et al. (2017) created a comprehensive, 17 tissue, RNAseq database from C57BL/6 mice to identify 4,781 housekeeping genes. In this work, 27 consistently and highly expressed genes were identified as reference controls and 22,196 protein coding and 21,432 total non-protein coding genes were identified. These values are similar to those we report above for CD1 mice. Finally, a 2017 study created a C57BL/6 mouse and Han Wistar rat RNAseq Body Atlas from 13 tissues in each species (Sollner et al., 2017). This study showed that tissue samples from both species clustered similarly in the PCA space, had many genes with high sequence similarity with human orthologues, and had highly correlated tissue distribution profiles to humans.

Other rat RNAseq databases have been reported in Fischer 344 rats. For example, Yu et al. (2014) created a body atlas map across 11 organs at 4 different developmental stages and identified 40,064 genes and 65,167 transcripts with 31,909 alternatively spliced variants. Similarly, Ji et al. (2020) presented an RNAseq database in Fischer 344 rats that included 11 organs. The study annotated 15,852 transcripts from 11,715 genes. Here for the first time, we introduce an RNAseq body atlas from Sprague Dawley rats, one of the most common rat strains used in drug toxicology studies (Weber et al., 2011; Annas et al., 2013). Similar to the values reported by Yu and Ji (2014 and 2020) from F344 rats, we identified 22,250 protein coding and 10,633 non-protein coding genes (Table 2).

No full body tissue RNAseq databases currently exist in the public domain for dogs. In this work, we present the first dog RNAseq body atlas. Our effort found 19,856 protein coding and 4,724 non-protein coding genes in beagle dogs (Table 2). This work was conducted in the dog strain (Beagle) used for drug safety toxicology studies (Weber et al., 2011; Uchida et al., 2015). At the time of this publication, the only dog related RNAseq databases that exist are focused on tumor tissue. Thiemeyer et al. (2021) presented an RNAseq framework for characterizing canine prostate cancers based on 10 malignant (spontaneously occurring) and 14 non-malignant prostate tissues from mixed breed dogs. The study identified 4,098 differentially expressed genes in tumors and 49 altered signaling pathways in prostate tumors. Likewise, Kim et al. (2019) presented an RNAseq whole transcriptome database of canine mammary gland tumors, sequencing 197 tumors and matched controls. Microarray technology has also been used previously to profile normal dog (both beagles and mixed breed dogs) tissue gene expression in 10 tissues including: liver, kidney, heart, lung, cerebrum, lymph node, spleen, jejunum, pancreas, and skeletal muscle (Briggs et al., 2011).

Multiple non-human primate body atlas databases have been reported, with atleast 2 containing transcriptome data from cynomolgus macaques, the most commonly used non-human primate (NHP) species for drug safety toxicology studies (Annick et al., 2015). In a comparative study of endangered primate species, Perry et al. (2012) reported a comprehensive database of RNAseq data from 21 tissues in 12 NHP and 4 other mammalian species. Cynomolgus monkeys were included in the database where an average of 5,721 gene sequences per species were identified. No relationship could be found between genetic diversity and endangered status. The Perry et al. database also contains liver transcriptomics for both the Indonesian and Mauritius strains of Cynomolgus Macaques, which are each used in toxicity studies and have been shown to have genetic differences related to differences in response to drugs/toxicants (Hoffmann et al., 2017). The database we introduce for Chinese cynomolgus macaques in this effort is the most comprehensive database to date with a total of 53 tissues represented. We identified 20,815 protein coding and 6,244 non-protein coding genes in cynomolgus macaques (Table 2). This value is similar to/greater than the average of 5721 primate gene sequences identified previously by Perry et al. (2012).

To illustrate the utility of our transcriptomic database, we evaluated if basal gene expression differences in preclinical tox species correlate with known species and/or sex differences in pharmacological response to IL-22 signaling and drug metabolizing enzyme (FMO) activity. In the IL-22 signaling case example, basal expression levels of both IL-22RA1 and IL-10Rβ genes in rat and monkey liver and skin samples (Figure 7) correlated well with known differential species difference in pharmacological and toxicological response for IL-22 signaling in *in vitro* pSTAT assay and *in vivo* repeat dose toxicology studies (summarized in Table 4). Interestingly, this difference was unique to IL-22R receptor complex and not observed for IL-22RA2, a naturally occurring IL-22 antagonist as it negatively regulates IL-22 signaling (Xu et al., 2001). IL-22RA2 transcript expression levels in liver and skin are relatively low, but comparable between mouse, rat and monkey. Further comparison to a publicly available human gene expression data base revealed that the IL22R expression level appeared to be comparable to monkeys, with relatively higher expression of IL22RA1 in both liver and skin. Overall, these results support a good correlation between reported species difference in the IL-22R mediated pharmacological response and basal expression of IL-22R genes at the transcript level compiled in our body atlas.

Species and sex differences in xenobiotic and drug metabolizing enzyme expression levels and activity are well known in human and other preclinical tox species (Martignoni et al., 2006; Waxman and Holloway, 2009). FMO enzymes catalyze the NADPH-dependent oxidation of a wide variety of nucleophilic compounds containing nitrogen, sulfur, and phosphorus moieties (Burnett et al., 1994; Krueger and Williams, 2005). A total of five different FMO isoforms have been identified (FMO1, 2, 3, 4, and 5), each with unique species- and tissue-dependent expression levels (Krueger and Williams, 2005). Among these five enzymes, FMO3 is the predominant and most studied isoform in adult human liver. In mice, FMO activity in liver microsomes is much higher in females than in males (Falls et al., 1995; Ripp et al., 1999). Specifically, FMO1 levels in female liver are shown to be 2 to 3 times higher compared to male mice and FMO3 expression are comparable to FMO1 in females, but undetected in males (Falls et al., 1995). However, FMO5 expression levels are comparable in both sexes. Mechanistically this sex-related difference in mice is attributed to male sex hormone- (testosterone) induced repression of FMO expression (Duffel et al., 1981). This sex-difference in FMO expression is not a mouse-specific phenomenon, because higher levels of FMO3 isoform are also observed in liver microsomes derived from mouse and dog compared to other laboratory species such as rats and rabbits (Ripp et al., 1999).

Using our body atlas data, comparison of transcript level basal expression of FMO isoforms in liver samples confirmed/supported these reports of species and sex related difference in FMO1 and FMO3 expression levels. As shown in Figure 8, in both mice and dogs, much higher levels of FMO1 and FMO3 expression were detectable in females compared to males. In humans (based on GTEX data), as expected FMO3 is the predominantly expressed isoform and expression level was comparable in both male and female liver samples. FMOs are known to catalyze oxidation of several drugs and chemicals into metabolites with either reduced or increased toxicological properties compared to parent compounds (Ripp et al., 1997; Krueger and Williams, 2005). Hence understanding of species, sex, and tissue level differences in the relative expression of FMO and potentially other drug metabolizing enzymes in preclinical toxicology species using our comprehensive body atlas data would provide valuable information in selecting relevant species for metabolism and toxicology studies. The two case examples discussed above, clearly support that the gene expression data we compiled is a useful resource to predict cross species biological differences and to improve preclinical pharmacology and toxicology experimental design and data interpretation.

The role of drug transporters in the disposition of drugs as well as their influence on pharmacokinetic (PK) based drug-drug interactions (DDI) and safety are well known (Chu et al., 2013; Zou et al., 2018). However, due to known species differences in tissue distribution, relative levels of expression in key tissues, and substrate specificity of these transporters, the extrapolation of data generated in preclinical species to humans can be challenging in some cases (Chu et al., 2013). Our RNAseq based tissue- and sex-specific transcriptomic database covering four preclinical tox species is expected to serve as a valuable tool to generate cross species quantitative mRNA level expression of drug transporters to understand species differences and improve allometry based prediction of PK and DDIs in humans. For example, OCT1 is shown to be expressed in liver in all preclinical tox species (mouse, rat, monkey) and human. However, OCT1 kidney expression was detected only in rodents, but not in the monkey and human (Bleasby et al., 2006). Correlating with this published report, our RNAseq data also show that OCT1 enrichment is limited to the liver in human and monkeys, whereas in rat, mouse and dog, expression is detected in both liver and kidney.

In addition to species differences, sex-related difference in expression of drug transporters are also reported. For example, relatively higher levels of breast cancer resistance protein (BCRP) expression were detected in the kidney of male rats compared to females (Tanaka et al., 2005). In our database, sex-related BCRP expression differences were observed in rat kidney (higher in males), but not other species.

A relative expression comparison of key drug uptake and efflux transporters in liver and kidney across species provided some good correlation with expected tissue specificity in liver and kidney as well as with previously reported species/tissue (OCT1) and sex (BCRP) specific abundance for the selected transporters. Even though mRNA expression may not always correlate with protein expression, potential inconsistencies exist when comparing expression levels in whole tissues versus key cells of interest within these tissues by either transcriptomics or proteomics approaches (Wang et al., 2015). We believe that a comprehensive RNAseq database will provide useful information to predict potential species differences in drug disposition and help select relevant preclinical species in early stages of transporter targeted drug development.

Data consistency is a significant consideration when developing a reference dataset. In this study, measures were taken wherever practical to procure samples in a way that optimized consistency. Certain decisions made to enhance workflow efficiency or to promote the 3R’s principles may have introduced a degree of variability to this dataset. Cynomolgus macaques utilized for tissue collections were protein naïve but had been dosed with non-protein test article in previous studies preceding a lengthy washout period. Similarly, male beagles utilized in our dataset had been included as vehicle-treated (DMA:PG:PEG-400 (20:40:40) animals in a terminal study immediately prior to tissue collection. Additionally, multiple methods were employed for tissue RNA extraction to optimize the quality and quantity of RNA isolated. For instance, these differences may be partially responsible for dog tissues showing relatively strong differentiation from other species based on PC2 analysis (Figure 3B). While this potentially introduced additional variability, it enabled inclusion of a wider array of species and tissue types within the dataset.

A separate effort to develop an RNAseq atlas of rodent gene expression noted relatively low gene expression variability when comparing the same tissue across separate individuals (Sollner et al., 2017). Based on this information, the decision was made to pool rodent samples to enhance workflow efficiency and reduce costs. Pooling biological replicates is a practice that has been evaluated previously in the context of RNA microarray gene expression analysis. While this approach may have implications on the statistical power, previous investigations have concluded that results from pooled samples have been adequate for detecting key gene changes at the group level (Peng et al., 2003). Likewise, pooling of samples can be a reasonable approach to RNAseq for detection of genes with low and moderate levels of expression to reduce costs and maintain power (Takele Assefa et al., 2020).

Developing a reference database of preclinical tissue gene expression offers a worthwhile opportunity to understand innate differences in target gene expression that have had limited characterization in preclinical species and enable users to further perform translational analyses with existing human expression databases. By performing RNAseq on a wide and diverse panel of tissues, we decrease the likelihood that there will be a future need to conduct additional tissue gene expression analyses, thereby reducing the overall animal requirement consistent with the 3Rs (replacement, reduction, and refinement) principle. This dataset provides valuable information to aid in species selection and experimental design, as well as in interpretation of study data, reducing costly study delays or repeat studies.

In summary, this work provides a comprehensive multi-tissue cross species database for male and female mice, rats, dogs, and monkeys. The species and strains used are of particular interest for drug safety assessment and prediction. The availability of these data will assist drug discovery and development and reduce the need to conduct of additional basal gene expression studies, reducing animal use. It is hoped that improved understanding of species-specific toxicities and preclinical to clinical toxicity translation will be significantly advanced for those applying this work.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE219045.

## Supplementary material

SUPPLEMENTARY FIGURE S1 Number of Transcripts Expressed Across Tissues. FPKMs were generated for transcripts across all samples. The number of expressed transcripts (FPKM ≥ 1) for each tissue was calculated for mouse **(A)** and rat **(B)**.

SUPPLEMENTARY FIGURE S2 Number of Transcripts Expressed Across Tissues. FPKMs were generated for transcripts across all samples. The number of expressed transcripts (FPKM ≥ 1) for each tissue was calculated for dog **(A)** and monkey **(B)**.

SUPPLEMENTARY FIGURE S3 Average Expression Across Tissues. The average Log_2_(FPKM) across all expressed transcripts in each tissue was calculated for mouse **(A)** and rat **(B)**.

SUPPLEMENTARY FIGURE S4 Average Expression Across Tissues. The average Log_2_(FPKM) across all expressed transcripts in each tissue was calculated across dog **(A)** and monkey **(B)**.

SUPPLEMENTARY FIGURE S5 Correlation Analysis Across Major Toxicity Organs. Spearman correlation analysis was performed to assess differences across duodenum, heart, kidney, liver, lung, and spleen in both males **(A)** and females **(B)**.

SUPPLEMENTARY FIGURE S6 Hierarchical Clustering of Tissues in Mouse and Rat. Dendrogram to visualize hierarchical clustering of female tissues (left) in mouse **(A)** and rat **(B)**. These tissues were also mapped to broader organ/system classifications (right).

SUPPLEMENTARY FIGURE S7 Hierarchical Clustering of Tissues in Dog and Monkey. Dendrogram to visualize hierarchical clustering of female tissues (left) in dog **(A)** and monkey **(B)**. These tissues were also mapped to broader organ/system classifications (right).

SUPPLEMENTARY FIGURE S8 Expression heat map of key transporters in the liver, kidney, and heart of female preclinical species and humans confirms tissue specific expression of liver and kidney transporters across species. Heart was included as a general negative control as few transporters are reported to be to be highly expressed there. Expression patterns are generally consistent across species and across sexes with some notable exceptions.

# Supplementary material for: Preclinical species gene expression database: Development and meta-analysis
**Source:** Front Genet. 2023 Jan 17;13:1078050. doi: 10.3389/fgene.2022.1078050
**Supplement:** Supplementary file 4

**Supplementary Table 1. List of Tissue Samples Collected for Histology**

| **Species** | **Tissue** |
| --- | --- |
| Rat | Liver, Kidney, and Heart |
| Mouse | Liver and Kidney |
| Dog | Liver, Kidney, Heart, and Lung |
| Monkey | All tissues |

How the deposited data were processed for this re-analysis (not part of the article)

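RNA was sequenced from tissues of mice (9 to 10 weeks old), rats (10 to 12 weeks), beagle dogs (1 year) and cynomolgus monkeys (3 to 4 years), in 85 mouse, 88 rat, 300 dog and 288 monkey libraries. The paper states that the male dogs had been vehicle-treated animals of a terminal study and that the monkeys had received a non-protein test article before a washout. Each mouse and rat library is a pool of 3 animals, so these species have 1 library per tissue and sex. Dog and monkey libraries are of single animals, 3 of each sex, and 2 more male dogs gave whole blood only.

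The values are FPKM, which the authors made before they were deposited, in a separate table for each species, from reads mapped with OSA4 from Omicsoft and counted in Array Studio (per the paper's methods, with the assembly of each species in its Table 2). The methods name DESeq2 for normalization but do not say whether it applies to these tables. The 75th percentile of detected transcripts is nearly the same in every column of a table (9.37 to 9.72 in monkey), while the column sums range from 413529 to 7172070 there, as after a scaling to the upper quartile. No read counts are given, and the depth of a library cannot be recovered from FPKM that stem from fractional counts, so the paper's average depth per species is the only measure of precision and the counting error of low values is not known. Values of different species were not compared with a test.

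A transcript was called expressed in a species, sex and tissue at a median FPKM of at least 1 over the libraries. The design had planned correlations, components and clustering over genes shared by the 4 species. Only the monkey table holds gene symbols, and no reference at hand pairs the identifiers of the other tables with symbols, so these were computed within each species, a choice made after the tables were seen. Profiles of males and females in 6 organs were compared by Spearman's coefficient, with the exact permutation of organ labels. Principal components were computed from log2(mean FPKM + 1) per tissue after the 10% of genes with the lowest variance were removed, and organ systems were compared with 100000 permutations of the labels. Nearest tissues were found by Euclidean distance of log2(FPKM + 1), and restricted transcripts had an FPKM of at least 1 and 5 times that of every other male tissue. GABA-A, ionotropic glutamate and glycine receptor lists were tested among the 500 genes with the strongest weight with Fisher's exact test.

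Sexes and tissues were compared in dog and monkey with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 1), for genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Only the libraries compared entered a fit, with sex as a covariate between tissues. The same animals gave each tissue, and the animal numbers pair the libraries: the correlation of an animal's deviations between 2 tissues was 0.0754 to 0.217 in dog and 0.164 to 0.337 in monkey. The fit without the animal as a block had been set as the main one, and the blocked fit is an alternative. Few genes were compared with exact permutation or sign-flip tests. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

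The tests were tested on simulated data. Of 100 genes changed by 2 on the log2 scale in values made from the libraries of the comparison, limma called 91 in dog liver between the sexes (12053 genes), 92 in dog kidney (12779 genes), 87 in monkey liver (14994 genes) and 92 in monkey kidney (15758 genes). Of 100 changed by 1, it called 79, 85, 41 and 52. Of the genes left unchanged, it called 10, 4, 8 and 6. The changed genes were drawn from those with a mean log2(FPKM + 1) over 2, and the errors were independent between genes. Recovery for genes of lower mean, or where few genes differ, was not measured.

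The genes named are those the paper names, per sex comparison the 10 largest changes each way past the threshold with sexes that do not overlap (filled up by the smallest p where fewer passed), up to 4 members per gene list, the 10 strongest weights at each end of a component and the 10 most abundant testis-restricted genes. Some genes that this rule takes in are not reported here. The rule, the lists and the comparisons were set before the data were examined. Each library's sex label was checked against the genes that separate the sexes (3 per direction), and monkey tissue labels against lists of tissue markers, under a rule set after the tables were seen, and no label was changed. Of 181 monkey libraries whose tissue has a marker list, 181 had their own list among the first 3 of 22 and 177 had it first.

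The alternatives were other thresholds, pseudocounts, filters and distances, rescaling of each library to the same sum (TPM), median-ratio scaling, a blocked fit, and leaving out each animal in turn. Correlations and components across species, the second component by species, transporter, IL-22 receptor and FMO genes of mouse, rat and dog, and values over genes annotated in all 4 tables were left out for want of gene names. The GTEx human values of the paper were not part of these data. Transcripts whose names a spreadsheet had turned into dates (4 entries in monkey) were left out of gene-level results.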

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

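All tests of explanations in this part, and the rule that compared libraries with their sex label, were chosen after the data were seen, and the comparisons of the sexes with limma were planned.

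In 11 of 85 mouse and 5 of 88 rat libraries the genes that separate the sexes went against the sex label, while 0 of 300 dog and 0 of 288 monkey libraries did so. In the middle between the sexes lay 0 mouse, 4 rat, 13 dog and 3 monkey libraries, 0 of them counted as against the label. The check says less about these. Outside monkey these genes carry no symbols, so whether they are sex-linked is not known here. RNA of both sexes mixed in one pool would put the 11 mouse libraries midway between the sexes, but the nearest to the midpoint was 33.5% of the gap away from it and 0 of 11 lay in the middle. Labels moved between libraries of different tissues may account for the mouse pattern, since 0 of the 8 such libraries with a counterpart had their nearest library of the other sex in the same tissue, as 49 of 68 other libraries did (Fisher's exact p = 0.000118), and records of one of the 2 record lists out of order may be how, since all 11 stood among the 48 libraries of the first list and 0 among the 37 of the second (Fisher's exact p = 0.00188). In rat, labels exchanged between the sexes of one tissue could account for 4 of the 5 libraries, whose partner was out of place too, but with 5 libraries this cannot be told apart from single wrong labels. No biological explanation was tested.

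In dogs, 4931 of 12053 genes differed between the sexes in liver (2648 higher and 2283 lower in females) and 5713 of 12779 in kidney (2866 and 2847) at an adjusted p under 0.05 from limma, where monkeys had 4 and 3 (2 to 8 and 2 to 5 when 1 animal was left out). With the spread shared with the other organs of the same animals, calls were 6147 and 5922 in dog and 314 and 20 in monkey. The values of the sexes did not overlap for 55.4% of genes in dog liver and 58.0% in dog kidney, and for 17.6% and 10.5% in monkey, where chance gives 10% for 3 against 3. The 10 possible splits of 6 animals are too few for a share under 0.05: the real split was the 1 with the most calls in dog liver (4931, highest other 1), dog kidney (5713, highest other 0) and monkey kidney (3, highest other 2), and 2 splits reached the 4 calls of monkey liver (highest other 4).

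The sex difference itself differed between dog liver and kidney for 3672 of 12918 genes (interaction term in limma, 5236 at an unadjusted p under 0.05), and for 0 of 16015 in monkey (interaction term in limma, 1025 at an unadjusted p under 0.05). Neither fit held the animal as a block, though the same animals gave both tissues, and no blocked version was run. Scaling of the libraries as the whole cause is argued against by the 4898 genes called in dog liver after rescaling to TPM and 5016 with median-ratio scaling. A preparation batch for each sex shared by all tissues could not be told apart from other causes: between tissues, with differences from different animals, the median correlation was 0.142 (5% to 95%: -0.0369 to 0.314), within a tissue it was 0.466, a fully shared cause would give a median of 0.446, and 11 of 741 pairs of tissues reached their own such value; this is version 3 of that test, which by a rule set before it ran spoke for the shared batch, and the rule was tightened after the result was seen. Versions 1 and 2 set an observed median correlation of 0.248 against the 0.909 and 0.672 that a fully shared cause would give by 2 estimates of the noise, so that version 1 taken alone would have argued against the shared batch, and 46 of 741 pairs reached the level of version 2. Separate preparation batches for each tissue and sex could give the 3672 genes too, and cannot be told apart from sex either. In dogs sex, the vehicle given to the males and, where it differed, RNA extraction are confounded, so a difference between the sexes stays among the open explanations, untested.

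In 2 of the 3 female monkey heart libraries, 51 kidney-restricted transcripts had a median of 3.70% and 3.76% of their kidney level, while in the other 4 hearts it was at most 0.123%. In 276 libraries of other tissues it was at most 0.537%, but the rule that chose the transcripts held those tissues low. Heart was left out of that rule, so only the 4 other hearts serve as a comparison. The 7 kidney markers gave at least 2.90% in the 2 hearts and at most 1.02% in the other hearts, with UMOD, the most abundant, at 120.1 and 184 FPKM (4140 in kidney). Kidney RNA or reads in these heart libraries may account for this. Expression by heart cells is argued against, since the upper quartile of the percent of kidney was 1.37 times the lower, so that the transcripts lay near one share of their kidney level. Whether tissue, RNA or sequence reads were carried over was not tested.

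Samples far from the others of their group, by Dixon's test, were found in 3 of 50 groups of 6 tested, where chance flags about 1 in 20 (2.53 of 50 in simulated groups, 5.07%): ABCB1 in monkey kidney was 37.3 FPKM in 1 male (26.0 to 29.1 in the others), SLC47A2 in monkey kidney was 68.0 FPKM in 1 female (104 to 117 in the others), and expressed transcripts in monkey liver were 15349 in 1 male (14651 to 14845 in the others).

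In data the paper does not describe, FMO5, a flavin monooxygenase, averaged 359 ± 108 FPKM in monkey liver (SD, n = 6 animals), with 9.77 ± 3.83 in kidney and 2.11 ± 0.876 in heart. IL22RA1 averaged 237 ± 69.7 FPKM in monkey pancreas (SD, n = 6 animals, 118 to 316), its highest tissue on the FPKM scale. The FPKM of these 6 libraries sum to 3510650 to 7172070, and after rescaling to TPM the mean was 39.6 ± 6.23, rank 2 of 53 tissues after skin at 46.9.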

How the results depend on the processing

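The alternatives were set before the data were examined, except components within each species, the correlation of the sexes within each species, and leaving out libraries that go against their sex label or heart libraries that hold kidney transcripts, and both alternatives of the count of transporters in heart, which were chosen after the data were seen. Of 430 alternatives of 76 answers to a comparison, 360 stayed, 11 no longer passed, 1 newly passed, 58 moved and 0 reversed. Tests that stayed kept their direction and side of the threshold, and other values stayed within the spread. Counts, such as numbers of called genes, stayed if within 1.5 times the main count, and variance explained if within 2 percentage points. A count can thus stay while the genes behind it change. Of 236 alternatives of 48 single genes, 224 stayed, 3 no longer passed, 6 newly passed, 1 moved and 2 reversed. No depth is known, so low FPKM cannot be bounded by counts. The cause was not tested for any result below unless one is given.

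At a median FPKM of at least 5, fewer transcripts were expressed by construction: 9341 to 10772 in mouse and at most 10952 in monkey. The mean log2 FPKM of those left was higher by construction, lowest 4.00 mouse, 4.07 rat, 3.96 dog, 4.15 monkey and highest 4.70 mouse, 4.82 rat, 4.65 dog, 4.80 monkey. After rescaling to TPM the lowest mean was 1.66 mouse, 1.56 rat, 1.98 dog, 2.10 monkey, and the highest 3.83 rat, 4.26 dog.

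Variance explained moved with genes scaled to unit variance (mouse PC1 14.5%, mouse PC2 12.2%, rat PC1 14.2%, dog PC1 16.1%, dog PC2 9.77%, monkey PC1 18.1%, monkey PC2 10.1%), with log2(mean FPKM + 0.1) (mouse PC2 12.1%), after rescaling to TPM (mouse PC1 23.6%, mouse PC2 18.0%, rat PC1 34.7%, rat PC2 14.8%, rat PC3 7.83%, dog PC1 23.8%, dog PC3 11.0%, monkey PC3 10.3%) and on FPKM without a log (mouse PC1 86.1%, mouse PC3 0.832%, rat PC1 91.0%, rat PC2 4.71%, rat PC3 2.58%, dog PC1 75.6%, dog PC2 19.3%, dog PC3 1.22%, monkey PC1 71.9%, monkey PC2 18.4%, monkey PC3 4.17%). The nervous separation on PC1, in SD, no longer passed on FPKM without a log (0.22 mouse, 0.32 rat, 0.19 dog, 0.24 monkey) or after rescaling to TPM (0.74 rat). The hemic and immune separation on PC3 no longer passed on FPKM without a log (0.19 mouse, 0.75 rat, 0.87 dog), after rescaling to TPM (0.55 mouse, 0.25 rat) or at unit variance (0.79 dog). Of the glycine receptor genes 3 were among 1000 genes, which newly passed.

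Testis-restricted transcripts moved with the ratio, by construction: at 2 times 13 in mouse, 1467 in dog and 2350 in monkey, at 10 times 647 in monkey, at an FPKM of at least 0.5 to 5 in mouse, and at an FPKM of at least 5 to 0 in mouse and 923 in monkey. Sex calls in monkey liver were 2 with log2(FPKM + 0.1), where SMLR1 (adjusted p = 0.0583 from limma) and LOC102118619 (adjusted p = 0.132 from limma) no longer passed, and 314 with the spread shared with the other organs of the same animals, against 4; leaving out 1 animal gave 2 to 8, with 2 without the male of the highest animal number and 8 without the female of the lowest. In monkey kidney calls were 20 with the shared spread against 3, and 2 to 5 when 1 animal was left out (5 without the female of the highest number). In dog, leaving out 1 animal gave 3753 to 4360 calls in liver and 4225 to 5419 in kidney.

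After rescaling to TPM, the median over all genes moved from 0.07 to -0.85 for monkey liver minus kidney and from -0.07 to 0.85 for kidney minus heart, from 0.01 to -0.59 and from -0.07 to 0.44 in dog, and from 0.04 to 0.14 for female minus male in dog liver. The share of calls that were higher moved from 54.5% to 12.8%, 45.1% to 85.9%, 50.6% to 20.0%, 45.9% to 72.3% and 53.7% to 66.2% in these. With median-ratio scaling the share higher in females in dog liver was 44.2%. In dog kidney it went from 50.2% to 42.8% after rescaling to TPM and to 43.7% with median-ratio scaling. Which sex had more of the higher calls in dogs thus depended on the scaling. ABCB1 and SLCO2B1 in monkey liver minus kidney reversed after rescaling to TPM, to -0.99 and -0.70, from 0.06 and 0.20, changes near the shift of all genes.

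With the animal as a replicate block in place of the sex term, calls were 8801, 9900 and 9842 in dog (liver minus kidney, liver minus heart, kidney minus heart) and 11526, 11859 and 11876 in monkey; the blocked fit changed the call of SLC22A6 between liver and heart (no longer passing, -1.41, adjusted p = 0.0518 from limma) and of SLCO1A2 between liver and kidney (newly passing, -0.94, adjusted p = 0.0414 from limma), and of no other transporter. Without the 2 heart libraries that hold kidney transcripts, monkey calls were 11016 and 10901 against heart, and SLC22A6 in liver minus heart was -0.36 and no longer passed (adjusted p = 0.116 from limma). The transporters with a mean of at least 1 FPKM in heart then fell from 12 to 7 of 15 (10 after rescaling to TPM). IL10RB in monkey skin minus liver newly passed after rescaling to TPM (from 0.18 to 1.22, adjusted p = 0.03125 from the exact sign-flip test), and IL22RA1 went from 1.19 to 2.23, while the median over all genes moved from -0.13 to 0.83. The correlation of the sexes without organs of libraries that go against their label kept its side of the threshold, with a gap of 0.0853 in mouse and 0.0799 in rat (exact permutation p = 0.00833, the smallest of 120 orders). No single-replicate alternative exists for mouse and rat, which have 1 pool per group. Not run for want of gene names, though set before the data were examined, were those of correlations across species, the second component by species, genes annotated in all 4 tables, and FMO genes in dog and rodent liver, IL-22 receptor genes and transporters outside monkey.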

Differences from the paper's values

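Compared were the paper's lowest and highest counts of expressed transcripts and its mean IL10RB and IL22RA1 in monkey liver and skin. With the main settings none of these differs by the rule used (more than the spread and more than 1.5 times). The paper's range of expressed transcripts, 11550 to 19318, lay above the 11021 to 18005 found here at both ends. Its gene numbers were not compared by the rule, and those for mouse and monkey are below the 49585 and 33464 transcripts here. In addition, 3 statements on directions or levels are set beside the values below. All tests in this part were planned except components within a species and, for transporters in heart, rescaling to TPM and leaving out heart libraries, which were chosen after the tables were seen.

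The paper puts hemic and immune tissues apart on the third component over all species. Within monkey the separation was 0.87 SD and did not pass (permutation p = 0.0959), while it was 2.48 SD in mouse, 2.39 SD in rat and 1.73 SD in dog. The components are of 1 species each and not of all species. The groups also hold different tissues: by the paper's list, monkey has Peyer's patch but neither the thymus nor the whole blood of the rodents. Whether this accounts for the smaller separation in monkey was not tested.

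The paper lists a transporter it writes OAT2B1, read here as OATP2B1, with transporters higher in liver than in kidney and heart, and excepts it in monkey heart. Of 5 of the paper's liver transporters measured in monkey (BSEP, MRP2, OATP1B1, OATP1B3 and OATP2B1), 4 had the highest level in liver. OATP2B1 (SLCO2B1) averaged 5.85 FPKM in monkey liver, 4.94 in kidney and 12.6 in heart, and its log2 difference between liver and kidney was 0.20 and did not pass (adjusted p = 0.446 from limma). After rescaling to TPM it was -0.70, a change near that of the median over all genes, which moved from 0.07 to -0.85.

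The paper describes most transporters as very low or absent in heart, excepts BCRP (ABCG2) and OATP2B1 in monkey, and states no threshold for that. In monkey heart 12 of 15 averaged at least 1 FPKM and 3 less (10 and 5 after rescaling to TPM), and 1 of 15 had its highest level there. Without 2 heart libraries that hold kidney transcripts, a setting chosen after the values were seen, 7 averaged at least 1 FPKM and 8 less. This tally alone does not go against the paper. By FPKM, SLCO1B1 (OATP1B1), which the paper does not except, had the highest heart mean of the 15. It averaged 34.0 FPKM (29.9 to 41.8 in the 6 hearts), where ABCG2 averaged 29.4 and SLCO2B1 12.6. In liver SLCO1B1 averaged 1419.8 FPKM and in kidney 2.25, so its heart level was low beside its liver level. The paper's heat maps use Z-scores for each gene, which do not rank genes against each other. The rank by FPKM is thus another measure and does not contradict the paper. Apart from the 2 genes the paper excepts, 10 of 13 averaged at least 1 FPKM over all 6 hearts, and 5 of 13 without the 2 libraries that hold kidney transcripts. ABCC2, SLC22A2, SLC22A6, SLC22A8 and SLC47A2 are the 5 that fell below 1.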

Other observations

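Liver of monkeys stood out from kidney in several groups of genes. Of 12 tested acute phase genes, 12 were higher in liver than in kidney (11 after rescaling to TPM; median log2 difference 11.7), with the haptoglobin gene HP at 28890 ± 3045 FPKM (SD, n = 6 animals) against 1.07 ± 0.927. All 6 tested bile acid genes were higher, such as BAAT, which conjugates bile acids, at 1213 ± 184 against 0.686 ± 0.217, and so were 7 of 7 hepatocyte markers (ALB 130400 ± 28050) and 6 of 6 Kupffer cell markers (MARCO 85.6 ± 24.1 against 0.0162). Of 4 cholangiocyte markers 4 were lower, led by EPCAM at 2.46 ± 1.13 against 319 ± 44.5, which kidney epithelium also expresses, and 7 of 7 kidney markers were lower. Growth hormone and STAT5 genes were 8 higher and 2 lower of 11 (7 and 4 after rescaling to TPM), with IGF1 at 126 ± 96.5 against 1.85 ± 1.17 and PRLR at 6.20 ± 4.94 against 60.8 ± 13.8. FMO genes were 1 higher (FMO5) and 3 lower of 4, with FMO1 at 17.2 ± 10.9 against 113 ± 22.0. These counts are at an adjusted p under 0.05 from limma, and the directions of these groups held after rescaling to TPM.

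Other lists, most of which changed with the scaling: of 7 IL-22 signalling genes 7 were higher, but 3 higher and 2 lower after rescaling to TPM; of 8 phase II genes 4 were higher and 3 lower (3 and 4); stellate cell markers 4 and 2 of 6 (2 and 2), endothelium 4 and 0 of 5 (1 and 2), T cell 1 and 0 of 4 (0 and 1), B cell 2 and 0 of 2 (1 and 0), red cell 2 and 1 of 3 (2 and 1), smooth muscle 0 and 2 of 5 (0 and 5), skeletal muscle 0 and 1 of 1 (0 and 1), ribosomal proteins 7 and 0 of 7 (0 and 3) and histones 1 and 0 of 1 (0 and 1).

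In females of monkeys, SMLR1 was higher in liver, at 62.4 ± 7.42 FPKM against 19.1 ± 2.57 in males (SD, n = 3 each; log2 difference 1.66, adjusted p = 0.0434 from limma; lost in 5 of 6 settings that leave out 1 animal, with log2(FPKM + 0.1) and with no filter). LOC102118619, LOC102116757 and LOC102139757, named after their values were seen, also passed in liver, and the same 3 in kidney. LOC102118619 (log2 female minus male 5.23 in liver and 4.58 in kidney) and LOC102139757 (7.10 and 7.05) were higher in females, and LOC102116757 (-4.06 and -3.72) lower. LOC102118619 lost its call in 1 of 6 settings that leave out 1 animal in liver (adjusted p = 0.0547 from limma) and in 5 of 6 in kidney (adjusted p = 0.0869 to 0.162 from limma), with log2(FPKM + 0.1) in liver (adjusted p = 0.132 from limma) and with no filter in kidney (adjusted p = 0.0629 from limma). The other 2 kept theirs in every setting. No tested gene list held a member that passed over all genes, and adjusted over the list alone 3 growth hormone and STAT5 genes were lower in females (CUX2 at 2.35 ± 1.46 against 11.0 ± 3.33, IGF1 at 60.9 ± 43.9 against 192 ± 92.0 and BCL6 at 13.3 ± 2.23 against 36.5 ± 9.07 FPKM), as were 2 bile acid genes (NR0B2 and ABCB11), 1 gene of IL-22 signalling (SOCS3), 1 stellate cell marker (COL3A1) and 1 red cell marker (HBB), while 2 Kupffer cell markers were higher (VSIG4 and CD163). ABCB11 is also in the transporter list, where 0 of 11 genes passed in liver adjusted over the list alone, so its call depends on the list. In kidney 1 phase II gene, 2 stellate cell markers, 1 smooth muscle and 1 kidney marker were lower, adjusted in the same way. These calls were not adjusted over the number of lists. FMO genes in monkey liver of females and males averaged 20.6 and 13.7 FPKM for FMO1, 0.510 and 1.55 for FMO2, 5.11 and 3.73 for FMO4 and 327 and 392 for FMO5 (exact permutation p = 0.4, 0.2, 0.4 and 0.6, where 0.1 is the smallest).

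SLCO2B1 in monkey heart ran from 16.9 to 18.5 FPKM in the 3 males and from 6.40 to 8.45 in the 3 females. SLCO1B1 was measured in all 6 hearts, at 29.9 to 41.8 FPKM. Between tissues, the real split of the libraries had the most calls of 100 splits, itself included, and was the only 1 to reach its count. In dog, 9319 genes were called for liver against kidney (highest other 4511), 10183 for liver against heart (6113) and 10107 for kidney against heart (5674). In monkey the calls were 11283 (6203), 11733 (6225) and 11635 (5351). With 100 splits the share cannot go below 1 in 100, and for tissues this unlike the outcome was foreseeable, so it adds little. The many calls of some other splits point to a structure of the samples, since such splits can part the tissues in unequal numbers.

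Dog cerebellum and subcortical white matter were each nearest to the other tissue of the other sex: white matter to cerebellum in 3 of 3 females and 3 of 3 males, and cerebellum to white matter in 2 of 3 females and 3 of 3 males. In mouse, the library labelled testis held 2 transcripts at least 5 times higher than in every other male tissue, while 1 library of another label held 3016 that were at least 5 times higher than in every other library of either sex. Which tissue these 3016 belong to was not tested.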
